# ATRX/EZH2 complex epigenetically regulates FADD/PARP1 axis, contributing to TMZ resistance in glioma

**DOI:** 10.7150/thno.41219

**Published:** 2020-02-10

**Authors:** Bo Han, Xiangqi Meng, Pengfei Wu, Ziwei Li, Siyi Li, Yangong Zhang, Caijun Zha, Qile Ye, Chuanlu Jiang, Jinquan Cai, Tao Jiang

**Keywords:** glioma, ATRX, TMZ resistance, PARP1, EZH2

## Abstract

**Rationale**: Glioma is the most common primary malignant brain tumor in adults. Chemoresistance of temozolomide (TMZ), the first-line chemotherapeutic agent, is a major issue in the management of patients with glioma. Alterations of alpha thalassemia/mental retardation syndrome X-linked (ATRX) gene constitute one of the most prevalent genetic abnormalities in gliomas. Therefore, elucidation of the role of ATRX contributing to TMZ resistance in glioma is urgently needed.

**Methods**: We performed the bioinformatics analysis of gene expression, and DNA methylation profiling, as well as RNA and ChIP-seq data sets. CRISPR-Cas9 gene editing system was used to achieve the ATRX knockout in TMZ resistant cells. In vitro and in vivo experiments were carried out to investigate the role of ATRX contributing to TMZ resistance in glioma.

**Results**: We found that ATRX expression was upregulated via DNA demethylation mediated by STAT5b/TET2 complex and strengthened DNA damage repair by stabilizing PARP1 protein in TMZ resistant cells. ATRX elicited PARP1 stabilization by the down-regulating of FADD expression via the H3K27me3 enrichment, which was dependent on ATRX/EZH2 complex in TMZ resistant cells. Magnetic resonance imaging (MRI) revealed that the PARP inhibitor together with TMZ inhibited glioma growth in ATRX wild type TMZ resistant intracranial xenograft models.

**Conclusions**: The present study further illustrated the novel mechanism of the ATRX/PARP1 axis contributing to TMZ resistance. Our results provided substantial new evidence that PARP inhibitor might be a potential adjuvant agent in overcoming ATRX mediated TMZ resistance in glioma.

## Introduction

Glioma is the most common primary malignant brain tumor in adults 1. Despite the development of aggressive comprehensive treatments, the median overall survival (OS) of patients with glioblastoma (GBM), the most malignant type of glioma remains to be approximately 12 to 15 months 2, 3. Similar to other malignant tumors, GBM exhibits a distinct anti-DNA damage phenotype, which is responsible for chemoresistance 4. Although TMZ is the first-line treatment of patients with GBM, resistance to the drug is inevitable in an overwhelming majority of patients 5, 6. Thus, it is worthwhile exploring the underlying mechanism regulating DNA damage repair to overcome TMZ resistance in GBM treatment.

Alpha thalassemia/mental retardation syndrome X-linked (ATRX) is one of the SWI/SNF-like families for chromatin remodeling. Loss of ATRX constitutes one of the most prevalent genetic abnormalities in gliomas 7. ATRX plays a role in remodeling and stabilizing genome by medicating deposition of H3.3 at chromatin 8. ATRX could also recruit modification enzymes and facilitate the maintenance of H3K9me3 to regulate activation of the ataxia telangiectasia mutated (ATM) signaling pathway 9. Besides, loss of ATRX was associated with epigenetic alterations, including abnormal levels of DNA methylation in murine cells 10. In our previous study, CRISPR-Cas9 mediated genetic inactivation of *ATRX* was observed to inhibit cell growth and cause more DNA damage induced by TMZ in glioma 11. Therefore, it is imperative to elucidate further the role of ATRX contributing to TMZ resistance in glioma.

PARP1, the crucial member of poly (ADP-ribose) polymerase family, plays an important role in regulating biological behavior including DNA repair pathways 12. PARP1 catalyzes the binding of ADP-ribose in the process of regulating DNA repair. PARP cleavage, as one hallmark of apoptosis and caspase activation, is often associated with abrogated DNA damage response 13. Hence, inhibition of PARP1 induces DNA double strand breaks (DSBs) in tumors 14 and PARP inhibitors (PARPi) represent promising agents for cancers 15. ATRX deficiency was reported to impair DNA damage repair reduing non-homologous end joining (NHEJ) 16, which was regulated by PARP through the retention of NHEJ proteins at DSBs 17. However, the interactions between ATRX and PARP1 during DNA damage repair needs further investigation.

Fas-associated death domain (FADD) serves as a necroptosis factor regulating PARP1 cleavage 18, 19. FADD interacts with the death domain of receptors, leading to the activation of cysteine-aspartic acid specific protease-8 (CASP8), which subsequently activates several downstream caspases and finally induces apoptosis 20. Apoptosis appears to be inhibited in cells lacking functional FADD following treatment with cytotoxic agents 21, 22. Thus, we proposed that FADD/PARP1 axis might be implicated in ATRX mediated DNA damage repair during TMZ resistance.

In the present study, we investigated the role of ATRX in regulating TMZ resistance in glioma. Our results indicated that ATRX was upregulated via DNA demethylation mediated by STAT5b/TET2 complex in TMZ resistant glioma cells and that ATRX promoted PARP1 stabilization through down-regulating FADD by suppressing of H3K27me3 enrichment in *FADD* promoter region. PARPi together with TMZ inhibited glioma growth in TMZ resistant xenograft models, indicating that the PARP inhibitor might be a potential adjuvant agent in overcoming ATRX mediated TMZ resistance in gliomas.

## Methods

***Data collection and tissue specimens*:** In the present study, all datasets were obtained from the following public websites: The Cancer Genome Atlas (TCGA, https://portal.gdc.cancer.gov), Chinese Glioma Genome Atlas (CGGA, http://www.cgga.org.cn/), GSE16011 (https://www.ncbi.nlm.nih.gov) and the Repository for Molecular Brain Neoplasia Data (REMBRANDT, http://cabig.cancer.gov/solutions/conductresearch/rembrandt). The protein-protein interaction analysis was performed using the STRING website (https://string-db.org). The ChIP-seq data were obtained from the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/, GSM1577745, GSM1577750, GSM2274677, GSM3498421, GSM2573751, GSM2573755). Molecular Signature Database (MSigDB, http://software.broadinstitute.org) was used to perform gene family annotation. The patient samples used in the present study were confirmed by two independent pathologists. Informed consent was obtained from patients involved in this study and the study protocol was approved by the Clinical Research Ethics Committee of the Second Affiliated Hospital of Harbin Medical University.

***Cell culture and lentivirus infection*:** The human GBM cell line LN229 was obtained from the Institute of Biochemistry and Cell Biology, Chinese Academy of Science. Patient derived GBM cell lines HG7 and HG9 were obtained from two patients with primary GBM. The extraction procedure was described previously 23. Briefly, tumor tissue was washed, mechanically minced in MACS^TM^ C Tubes (Miltenyi Biotec, Germany) and digested with 0.1% trypsin (Invitrogen, USA) ,10 U /mL of DNase I (Promega, USA) at 37 °C for 45 minutes and neutralized by minimum essential medium (MEM-α) containing 10% fetal bovine serum (FBS). Red blood cells were lysed with ACK lysis buffer (Beyotime, Shanghai, China). The washed tissues were passed through a 100 μm cell strainer and cultured in Dulbecco's Modified Eagle Medium (DMEM/F12) supplemented with N2, B27 (Gibco), 20 ng/mL human fibroblast growth factor-basic (bFGF, Sino Biological). LN229 cells were cultured in DMEM/F12 1:1 medium (Corning) containing 10% FBS. Cells were maintained at 37 ℃ under a humidified atmosphere containing 5% CO_2_ and authenticated using STR assay (Genetic Testing Biotechnology, Jiangsu, China). LN229R cells were infected with lentiviruses carrying shRNA (sh-STAT5b or sh-TET2) or negative control (NC) to generate LN229R-shSTAT5b, LN229R-shTET2, or LN229R-NC cells, respectively. The details of the shRNA sequences were identical to the siRNA sequences shown in **Table S1**. TMZ (Selleck, Houston, TX, USA), the PARP1-inhibitor Olaparib (Selleck, Houston, TX, USA), or dimethylsulfoxide (Fisher Scientific, Waltham, MA, USA) were added to cell cultures as indicated.

***Establishment of TMZ-resistant cells*:** TMZ-resistant cells were established as described into our previous studies 23, 24. Briefly, LN229, HG7 and HG9 cells were seeded into 96-well plates, and IC50 (half maximal inhibitory concentration) of TMZ was determined by CCK-8 assay. TMZ was added from low concentration (LN229: 1 μM, HG7: 1.2 μM, HG9: 1.5 μM) to high concentration (LN229: 500 μM, HG7: 614.4 μM, HG9: 768 μM) for five months. When the cells grew stably, the drug dose was increased in multiples. Each dose was maintained for 15 days to the end of the fifth month. The induced TMZ-resistant cells were named as LN229R, HG7R and HG9R.

***Pyrosequencing*:** Genomic DNA was extracted from LN229, LN229R, LN229R-NC, LN229R-shTET2, and LN229R-shSTAT5b cells by using QIAamp DNA Mini Kit (Qiagen, China) and treated with bisulfite by using the EpiTect Bisulfite Kit (Qiagen, China). Pyrosequencing analysis was carried out by Oebiotech Company (Shanghai, China). Methylation values >10% in GBM cells were considered to be methylated.

***Immunoblotting*:** Western blot (WB), immunofluorescence (IF), and immunohistochemistry (IHC) assays were performed as previously described 25 and the antibodies are listed in **Table S2**. Quantitative evaluation was performed by examining each section using at least 10 different high-power fields with the most abundant stained cells as described previously 24, 26. The representative imaged fields were determined by the average method. Co-immunoprecipitation (co-IP) assays were performed according to the manufacturer's protocol for Protein A/G Magnetic Beads for IP (Bimake).

***CRISPR-Cas9 mediated gene editing and siRNA transfection*:** CRISPR-Cas9 based ATRX knockout was performed as described 11. Cells were infected with viruses containing the CAS9 gene and were selected with 10 µg/mL puromycin for 7 days. The cells were subsequently infected with virus carrying small guide RNAs (sgRNAs) designed for ATRX. The infection proceeded for 24 hours and the ATRX knockout was confirmed by WB and qRT-PCR. For siRNA transfection, cells were plated in 6-well plates (2000 μL medium/well) and cultured overnight followed by transfection with siRNA or control siRNA for another 48 hours. Knockdown efficiency was confirmed by WB. The details of the sgRNA or siRNA sequences are shown in **Table S1**.

***Microarray analysis*:** The RNA expression profiling was performed using Agilent custom human mRNA microarrays (SHBIO Biotechnology Corporation, Shanghai, China). The raw data were normalized using the quantile algorithm from the limma package in R. Heatmaps representing differentially regulated genes were generated using Cluster 3.0 and Gene Tree View. The microarray data were deposited in NCBI's GEO (Gene Expression Omnibus) database (www.ncbi.nlm.nih.gov/geo) under accession number GSE131781.

***Luciferase assay*:** Genomic DNA fragments of the human *ATRX* gene, spanning from +1 to -3000 relative to the transcription initiation site were generated by PCR and inserted into pGL3-Basic vectors (denoted as pGL3-*ATRX*). HG7R and HG9R cells were transfected with pGL3-*ATRX* for 24 hours. Transfection was performed with pRL construct containing Renilla reniformis luciferase gene, which was used as normalizing control. Luciferase assays were performed using Dual Luciferase Assay System (Promega). Relative luciferase activity was defined as the ratio of firefly luciferase activity to R. reniformis luciferase activity. Error bars represent standard deviation of the three experiments.

***F-actin staining assay and 5-ethynyl-20-deoxyuridine (EdU) labeling*:** F-actin staining was performed using TRITC-labeled Phalloidin (Yeasen). In brief, cells were seeded on tissue culture-treated glass coverslips. After treatment, cells were washed, fixed, permeabilized, blocked and incubated with 100 nM phalloidin at 37 ℃ followed by immunofluorescence staining. EdU labeling was performed according to the manufacturer's protocol (Ribobio, Guangzhou, China).

***CASP 3/7 activity assay, ATP measurement, and Annexin-V/PI cell apoptosis detection*:** For caspase 3/7 activity assay, 2.5×10^4^ cells were seeded in 96-well plates and treated as indicated. Caspase 3/7 activity was then measured using the Caspase-Glo 3/7 Assay Kit (Promega). For relative ATP measurement assays, cells were seeded into 24-well plates and treated as indicated. For analysis, plates were incubated for 30 minutes at room temperature, 200 µL of CellTiter-Glo reagent (Promega) was added to each well and plates were agitated on an orbital shaker for 12 minutes. Luminescence was quantified on a standard plate luminometer. The apoptosis detection was also performed using the APC Annexin V Apoptosis Detection Kit I (BD Biosciences). A total of 1×10^6^ cells were collected for each group and were stained with FITC and PI following the manufacturer's protocol. All experiments were performed in triplicate.

***Chromatin immunoprecipitation (ChIP) and quantitative real-time reverse transcription-polymerase chain reaction (qRT-PCR)*:** ChIP experiments were performed using the Chromatin immunoprecipitation (ChIP) Assay Kit (Millipore, 17-295) and the antibodies (**Table S2**) following the manufacturer's protocol. Briefly, 4 ×10^7^ cells were used to determine total DNA input and incubated overnight with specific antibodies or with normal rabbit immunoglobulin A/G. After the precipitated DNA was purified and rehydrated using the kit, the sample was analyzed by quantitative real-time PCR performed in triplicate using the CFX-96 PCR system (Bio-Rad, Berkeley, CA, USA). Precipitated DNA levels of ATRX and FADD promoter were determined with SYBR PrimeScript RT-PCR Kit (TaKaRa, Otsu, Japan) according to the manufacturer's protocol.

Total RNA was extracted using RNAiso Plus reagent (TaKaRa, Otsu, Japan). The cDNAs were synthesized with a PrimeScript RT reagents kit (TaKaRa) according to manufacturer's instructions. Endogenous mRNA levels were determined using the SYBR PrimeScript RT-PCR Kit (TaKaRa). The qRT-PCR data were analyzed using the 2^-ΔΔ^Ct method. PCR primers designed and synthesized by Invitrogen (Shanghai) were listed in **Table S3**.

***Vascular mimicry assay, cell viability analysis, soft agar colony formation, and colony formation assay*:** Vascular mimicry assay was performed as described 11. Treated cells were seeded into 48-well dishes pre-coated with Matrigel. Tube formation was assessed using a phase-contrast microscope 12 hours after seeding. CCK-8 (Dojindo, Kumamoto, Japan) was used to determine the number of viable cells according to the manufacturer's protocol. Cell viability was measured by optical absorbance on an Epoch plate reader (Biotek Instruments, Winooski, VT, USA). For colony formation assays, 3.5 cm culture dishes were seeded with 1500 cells and treated as indicated. The assays were stopped when the colonies could be observed clearly with the naked eye. Then, cells were fixed with methanol and stained with 0.1% crystal violet for recording colony numbers. For the soft agar assay, 24-well plates were pre-coated with 0.5 mL 1× concentration complete 1640 medium containing 0.6% agarose (Yeason, Shanghai, China) and 10% FBS. Tumor cells were suspended in 1 mL complete 1640 medium containing 0.35% agarose treated as indicated and incubated at 37 ℃ with 5% CO_2_ for 3 weeks. Cell colonies were stained with 0.1% crystal violet for 15 minutes and observed using a Bio-Rad ChemiDoc™ imaging system (Berkeley, CA, USA). All experiments were performed in triplicate.

***Transwell invasion and comet assay*:** The transwell invasion assay was performed with small modifications: in 24-well cell culture chambers with transwell inserts (Corning, 8-mm pore) precoated with Matrigel. In brief, treated cells were seeded at a density of 5 × 10^4^ cells per upper well in 200 µL culture containing 4% FBS and 500 μL medium containing 50% FBS was added to the lower chambers. After 24 hours, the upper surface was removed by scrubbing with a cotton-tipped stick, whereas the lower surface was fixed with methanol for 5 minutes, air-dried, and stained with hematoxylin and eosin (H&E). Cell numbers were captured in six different photographs.

For the comet assay, cells were seeded in 12-well plates overnight and treated with TMZ and/or olaparib at final concentrations of 200 μM and 1 μM respectively, for 12 hours and collected. Cells were resuspended in 0.75% agarose and placed on glass slides. Subsequently, the cells were lysed in lysis buffer following manufacturer's instructions (Trevigen, Gaithersburg, MD, USA) for 1 hour. The slides were then electrophoresed for 30 minutes at a voltage 21. The DNA was stained with 1×SYBRGreen (Sangon, Shanghai, China) and visualized under a confocal microscope. All experiments were performed in triplicate.

***Tumor xenograft study*:** Briefly, 3×10^5^ cells (LN229/LN229R or HG7R ATRX NC/KO) were injected into 5-week-old female BALB/c athymic nude mice. Seven mice per group were used in the experiment. The injection was performed as described in a previous publication 27. HG7R ATRX NC/KO mice were grouped into three groups that were treated with control, TMZ (60 mg/kg/day via intra-peritoneal injection) alone, and olaparib (50 mg/kg/day via intra-peritoneal injection) combined with TMZ for 7 days. Tumor volume was detected by BioSpec 94/20 USR (Bruker) nuclear magnetic resonance imaging (MRI) system.

***Statistical analysis*:** The Student *t*-test was used to determine the significance of differences between the two groups. A Chi-squared test was used to compare the binary and categorical patient characteristics between subgroups. Overall survival curves were plotted according to the Kaplan-Meier method and the log-rank test was applied for comparison. R packages, such as pheatmap, ggplot2 and corrplot were used to produce figures. Circos software (http://circos.ca) was used to visualize the differentially expressed genes between ATRX NC and ATRX KO cells. Bowtie2, Samtools, deeptools and MACS2 were used for ChIP-seq analysis. The Integrative Genomics Viewer (IGV, http://www.igv.org) was used to visualize ChIP-seq data. Gene ontology (GO) analysis was performed with the Gene Set Enrichment Analysis (GSEA, http://software.broadinstitute.org/gsea/index.jsp) software. AutoDock (http://autodock.scripps.edu) and PyMol (http://pymol.org) were used to calculate and visualize the combination of ATRX and EZH2 proteins. SPSS Graduate Pack 19.0 statistical software (SPSS, Chicago, IL, USA) and GraphPad Prime 7.0 (LaJolla, CA, USA) were used to calculate P value. P < 0.05 was considered statistically significant.

***Ethics approval and consent to participate*:** Human glioma tissues were obtained from glioma patients in the Second Affiliated Hospital of Harbin Medical University. Informed consent was obtained from patients enrolled in this study and the study protocol was approved by the Clinical Research Ethics Committee of the Second Affiliated Hospital of Harbin Medical University. BALB/c nude mice were purchased from the animal center of Beijing Vital River Laboratory Animal Technology and bred under special pathogen-free (SPF) conditions. This work followed protocols approved by the Institutional Committee on Animal Care of the Second Affiliated Hospital of Harbin Medical University.

***Data availability*:** Gene expression data reported in this study have been deposited with the Gene Expression Omnibus under the accession number GSE131781. All relative data supporting the finding of this study were available in the article or from the corresponding author upon a request.

## Results

### STAT5b/TET2 complex increases ATRX expression via DNA demethylation in TMZ resistant gliomas

We obtained the glioma xenografts 23 formed by TMZ-resistant LN229R cells and observed that ATRX expression increased in tumor tissues from LN229R cells compared with those from parental cells (**Figure 1A**). To further explore the effect of ATRX on TMZ resistance in glioma cells, we further established TMZ resistant GBM cells (HG7R and HG9R, **Figure S1A**) and confirmed that ATRX protein expression was elevated in HG7R and HG9R cells compared to parental cells using IF assay (**Figure 1B**). As detected by IHC assay in 30 GBM tissues from patients, γ-H2AX, an indicator of DNA damage repair 28, was reduced in ATRX-loss tissues compared with ATRX-expressive tissues (**Figure 1C**). To elucidate the mechanism underlying ATRX up-regulation, we conducted gene expression profiling analysis to compare mRNA expression profiles between LN229R and parental cells. The differentially expressed mRNAs (P < 0.05, **Table S4**) were annotated with six gene families obtained from the Molecular Signature Database. The expression of signal transducer and activator of transcription 5B (*STAT5b*), a transcription factor that promotes the malignant progression of gliomas 29, was abnormally upregulated in TMZ resistant cells (**Figure 1D**). STAT5b ChIP-seq analysis and ChIP-PCR assays revealed that STAT5b had wide-spread binding to the genome (**Figure S1B**) and was highly enriched in *ATRX* promoter region of HG7R and HG9R cells (**Figure S1C-D**). The knockdown of *STAT5b* abolished ATRX expression in HG7R and HG9R cells (**Figure S1E-G**). However, we observed no induction of luciferase activity in STAT5b binding fragment within *ATRX* promoter region between *STAT5b* knockdown and NC cells through luciferase reporter assay (**Figure S1H**).

Aberrant DNA methylation also plays a critical role in the chemoresistance of cancer 30. A previous study illustrated that STAT5b could recruit tet methylcytosine dioxygenase 2 (TET2), a methylcytosine dioxygenase that promoted DNA demethylation and upregulated gene expression 31. We found a significantly positive correlation between *STAT5b/TET2* and *ATRX* expression in public data sets (**Figure S2A**). DNA methylation microarray analysis demonstrated that LN229R cells had lower methylation levels in *ATRX* promoter region compared to parental cells (**Figure S2B-C**). The pyrosequencing assay further confirmed demethylation in *ATRX* promoter region in TMZ resistant cells compared to parental cells (**Figure S2D**) and knockdown of *TET2* also reduced ATRX expression in HG7R and HG9R cells (**Figure S3A-C**). ChIP-seq analysis and ChIP-PCR assays indicated that there was higher enrichment of TET2 in *ATRX* promoter region of HG7R and HG9R cells compared with parental cells (**Figure S3D-F**). The co-IP assay revealed that STAT5b knockdown reduced the immunoprecipitated TET2 compared to negative control group (**Figure 1E**). TET2 enrichment in *ATRX* promoter region was significantly reduced after *STAT5b* knockdown in HG7R and HG9R cells (**Figure 1F**). Furthermore, we found that *STAT5b* and* TET2* knockdown by lentivirus suppressed the TET2-mediated ATRX promoter demethylation in LN229R cells (**Figure 1G-H**, **Figure S2E-F**). These results indicated that the upregulation of ATRX was mediated via aberrant DNA methylation induced by STAT5b/TET2 complex in TMZ resistant cells.

### ATRX strengthens DNA damage repair by stabilizing PARP1 protein in TMZ resistant cells

To evaluate the impact of ATRX contributing to TMZ resistance, *ATRX* knockout cells were established by CRISPR-Cas9 gene editing technology in TMZ resistant GBM cells (LN229R, HG7R and HG9R, **Figure S4A**). Gene expression profiling analysis was carried out to detect mRNA expression alterations between control and *ATRX* knockout cells. 

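RNA was profiled from 3 arrays of ATRX NC cells, which carried CAS9 and a non-targeting sgRNA, and 3 arrays of ATRX KO cells, which carried CAS9 and sgRNAs against ATRX. The cells were LN229R, a TMZ-resistant derivative of the LN229 GBM line, by the paper and the design text of the series, whereas the sample labels name the line as LN229. Cells were selected with puromycin for 7 days, at 10 µg/mL by the paper and 10 mg/ml by the labels, and then infected with the sgRNA virus for 24 hours. The methods name Agilent custom human mRNA microarrays, whereas the probe identifiers, the biotin label and the labelling kit are those of an Affymetrix whole-transcript array. The authors normalized the arrays with the quantile algorithm of limma, by their methods, and the summary of probes and the background correction are not given in the sources used here. The deposited values are log2 intensities of 135748 probe sets per array, with array medians between 5.28 and 5.31. The table holds no detection call or background level, so dim probe sets have no measured floor. Of these probe sets, 36176 carried 1 gene symbol, 1119 carried several and 98453 had none in the annotation used here. Only those with 1 symbol were used, and of several probe sets of a gene the probe set with the highest mean over all 6 arrays was kept, which left 33616 genes. ATRX KO and ATRX NC were compared with limma on the log2 values, without further normalization, and p-values were adjusted by the Benjamini-Hochberg method over all genes. Across genes, the arrays of a group correlated with each other at a mean r of 0.990 to 0.992 and with the other group at 0.980 to 0.981. The sources do not say that replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical, and the number of arrays limits the precision.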

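The ATRX transcript, the target of the sgRNAs, was at log2 levels of 10.49, 10.22 and 10.14 in the 3 ATRX NC arrays and at 8.47, 8.67 and 8.75 in the 3 ATRX KO arrays. It fell by 1.65 on the log2 scale (standard error 0.16, adjusted p = 0.000561 from limma), to 31.8% of its level in ATRX NC cells. Where its probes lie relative to the edited sites was not analysed here. At an adjusted p under 0.05, 1947 genes rose and 1251 fell in ATRX KO cells, and 824 of those that rose and 556 of those that fell changed at least 2-fold. The split between rising and falling genes rests on the scaling of the arrays, since 60.9% of the changed genes rose in the deposited values and 48.7% (1494 up, 1574 down) after quantile normalization over the tested genes, 47.7% after median centring and 49.2% after cyclic loess. Among 11007 protein-coding genes above the median level, the log2 fold change correlated with the genomic span of the gene at a Spearman's rho of -0.236 across genes, which are not independent replicates, and its median was 0.22 in the shortest and -0.07 in the longest of 5 groups of equal size.

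Among genes that passed the test, lay apart in both groups and were above the median level in the higher group, leaving out symbols of some forms (FABP7 and IGFBP5 among them), the 10 largest rises and the 10 largest falls were as follows. POSTN, which encodes the matrix protein periostin, rose from a log2 level of 5.02 ± 0.53 (SD, n = 3) to 12.90 ± 0.23 (SD, n = 3), and DPT, which encodes dermatopontin, from 6.35 ± 0.37 (SD, n = 3) to 13.92 ± 0.04 (SD, n = 3). The transcription regulator ID1 rose by 6.91 on the log2 scale (standard error 0.24), the complement genes C3 and C1S by 6.45 (standard error 0.27) and 5.85 (standard error 0.19), and the collagen gene COL6A3 by 5.53 (standard error 0.20). OLFML2B, KYNU, COLEC12 and STC1 rose by 6.87, 6.17, 5.98 and 5.84. In ATRX NC cells POSTN, KYNU and COL6A3 (5.02, 4.67 and 4.56) were below the median level of all genes, where no measured floor is available, so the sizes and order of their rises are uncertain. The falls were led by MGP, which encodes matrix Gla protein, at -5.65 (standard error 0.22), of the transferrin gene TF at -5.32 (standard error 0.18), of the integrin gene ITGA9 at -5.16 (standard error 0.16) and of the transcription factor gene MYCN at -4.63 (standard error 0.20). They were followed by GNG7, CD96, the neural adhesion gene NRCAM, LRATD2, MGAM2 and the synaptic adhesion gene LRRTM4, at -4.51, -4.19, -3.86, -3.66, -3.60 and -3.51. With the mean over the probe sets of a gene, GNG7 was at -1.47 and LRRTM4 at -1.67, still past the test. The highest adjusted p of these 20 genes was 0.000215, for MGAM2.

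Of 42 measured interferon-stimulated genes, 25 rose and none fell (30 and 0 when adjusted over the list alone). MX2, which encodes an antiviral GTPase, rose by 3.69 on the log2 scale (standard error 0.14), TRIM22 by 3.12 (standard error 0.16, and 1.57 with the mean over its probe sets), the transcription factor gene IRF1 by 3.09 (standard error 0.16) and IRF9 by 2.14 (standard error 0.15). The list passed camera, the competitive set test of limma (adjusted p = 1.85e-19, and adjusted p = 0.0121 with an estimated correlation). Of 13 genes of HLA class I and antigen presentation, 12 rose and none fell (12 and 0 when adjusted over the list alone), among them HLA-B at 3.39 (standard error 0.18), HLA-C at 2.18 (standard error 0.17), and the immunoproteasome genes PSMB8 at 2.17 (standard error 0.16) and PSMB9 at 1.64 (standard error 0.15). NLRC5 alone did not pass (0.24). The set test gave an adjusted p of 1.33e-12, and adjusted p = 0.0457 with an estimated correlation. Of 28 inflammatory cytokines and NF-kB targets, 13 rose and none fell (15 and 0 when adjusted over the list alone), with IL6 at 5.03 (standard error 0.24), CXCL8 at 4.06 (standard error 0.30) and CCL2 at 3.00 (standard error 0.16). This list passed camera (adjusted p = 6.03e-09) but not with an estimated correlation (adjusted p = 0.114 with an estimated correlation). Of 15 markers of immune and endothelial cells, CD68 rose by 3.43 and PECAM1 by 1.52, the latter a call lost without ATRX KO replicate 1 or 3 (highest adjusted p = 0.0634), and none fell (3 and 0 when adjusted over the list alone), while PTPRC, CD14, ITGAM and VWF were at 0.08, 0.16, -0.02 and 0.03 and did not pass. CD3E at 0.59 (adjusted p = 0.0518 from limma) and CSF1R at 0.57 (0.169) did not pass either, though CD3E passed under 4 alternatives. Camera gave the immune and endothelial markers an adjusted p of 0.116, fry 0.00461 and GSEA 0.0195.

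Of 28 genes of the mesenchymal state and extracellular matrix, 15 rose and none fell (20 and 0 when adjusted over the list alone), among them the collagen genes COL5A1 at 4.31 (standard error 0.14) and COL4A1 at 2.43 (standard error 0.16). The set test gave an adjusted p of 2.38e-12, and adjusted p = 0.0633 with an estimated correlation. Of 9 markers of fibroblasts, some of which mesenchymal glioma cells also express, 5 rose and none fell (6 and 0 when adjusted over the list alone). FAP was at 5.19 (standard error 0.24), LUM at 3.52 (standard error 0.17), TAGLN at 3.14 (standard error 0.38), DCN at 2.28 (standard error 0.26) and PDGFRB at 1.84 (standard error 0.17), while the collagen genes COL1A1 and COL1A2 and the markers THY1 and ACTA2 did not pass (-0.31, 0.68, 0.48 and -0.09). The fibroblast list had an adjusted p of 3.44e-05 by camera, and adjusted p = 0.0633 with an estimated correlation. Of 24 neural and glial markers (proneural, neuronal, astrocytic and oligodendrocytic), 6 fell and none rose (6 and 1 when adjusted over the list alone), with S100B at -2.93 (standard error 0.16), MAP2 at -1.57 (standard error 0.19), SOX10 at -1.49 (standard error 0.19) and PDGFRA at -1.06 (standard error 0.15). The list as a whole had a median of -0.03. Its set test gave an adjusted p of 0.0182, and adjusted p = 0.227 with an estimated correlation, and did not pass without ATRX KO replicate 3 (0.0599) or after removal of a single trend on gene length (0.0559).

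**Figure D1:**
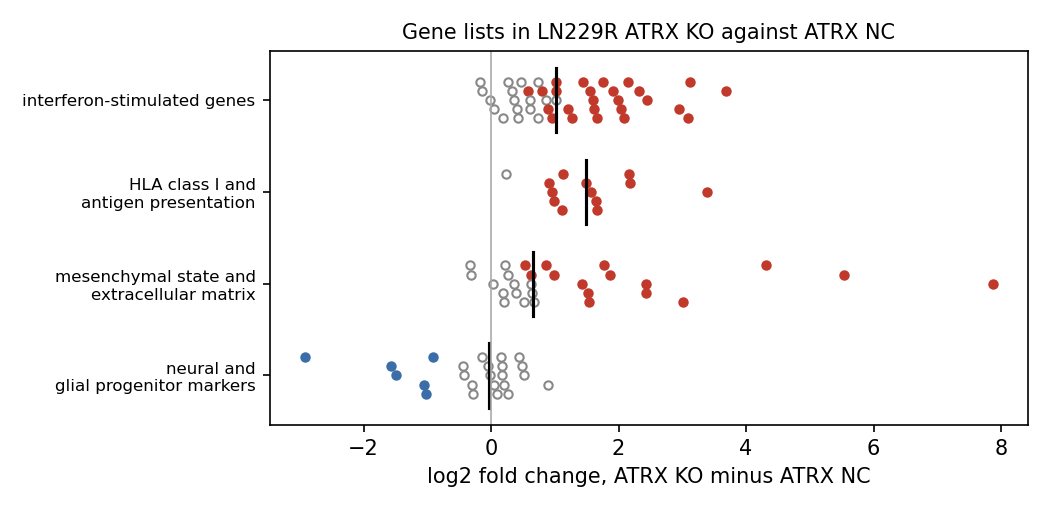
Log2 fold change of ATRX KO over ATRX NC (x axis) for each measured member of 4 gene lists, with 3 arrays per group. Each point is a gene, filled points passed an adjusted p under 0.05 (red higher, blue lower in ATRX KO), open points did not, and the black bar is the median of the list. The bars of the interferon-stimulated and HLA lists lie at 1.02 and 1.48, that of the mesenchymal list at 0.66 and that of the neural and glial list at -0.03.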

According to the GSEA, the upregulated genes were implicated in apoptotic signaling pathway (**Figure 2A**, NES = 1.55, P < 0.001) and (NAD ADP ribosyltransferase activity **Figure S4B**, NES = 1.57, P< 0.001). 

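Of 187 measured genes of apoptotic signaling, 30 rose and 6 fell in ATRX KO cells at an adjusted p under 0.05 from limma, and 151 did not pass (36 up and 8 down when adjusted over the list alone). The largest rises in the list were those of THBS1 at a log2 fold change of 3.01 (standard error 0.22, n = 3 arrays per group), TGFB1, which encodes transforming growth factor beta 1, at 2.85 (standard error 0.16) and the cytokine gene IL1B at 2.68 (standard error 0.20). The integrin gene ITGA6 was lower by -1.96 (standard error 0.16). The list was written from textbook knowledge and from the legible gene names of an apoptosis table in the supplement, in place of the gene ontology set of Figure 2A, so it is not the set of the paper and not independent of these samples. The legible lines of that table give ratios of ATRX KO to ATRX NC of 0.94 or less. Genes taken from them weigh against a rise of the list, by an amount that was not measured. The list also holds the 13 genes of Table S6, which the study chose because they differed between these same samples. Of the 12 measured, 6 rose and 1 fell over all genes tested. Their inclusion weighs for a rise, again by an amount that was not measured. The median log2 fold change of the apoptotic list was 0.09, against 0.07 over all genes tested. Camera, which compares the list with all other genes, gave an adjusted p of 0.184 over 33 lists (adjusted p = 0.624 with an estimated correlation). A preranked GSEA on the signal-to-noise ratio with 10000 gene permutations gave a normalized enrichment score of 1.61 (adjusted p = 0.00389), and fry, which asks whether the genes of a set move one way on balance, gave an adjusted p of 0.0108. Fry does not compare the set with other genes and was run on the deposited scaling alone, so a shift shared by all genes can enter its result. Of 22 measured NAD ADP-ribosyltransferase genes, a hand-written enzyme family in place of the set of Figure S4B, 3 rose and none fell (7 up and 1 down when adjusted over the list alone), and their median was 0.31. Camera gave an adjusted p of 0.0353 (adjusted p = 0.214 with an estimated correlation), and the GSEA a normalized enrichment score of 1.72 (adjusted p = 0.0217). The camera call of this family ended without ATRX NC replicate 1 (adjusted p = 0.0891), without ATRX NC replicate 3 (0.0518), without ATRX KO replicate 2 (0.0656) and without ATRX KO replicate 3 (0.0672), and over the brighter genes alone (0.152 above the median level).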

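12 of the 13 genes of Figure 3A and Table S6, whose proteins interact with PARP1, were measured by a probe set of their own. ATM, which encodes a kinase of the DNA damage response, fell by 1.09 on the log2 scale in ATRX KO cells (standard error 0.16, n = 3 arrays per group, adjusted p = 0.00473 from limma). CDKN1A, which encodes the cell cycle inhibitor p21, rose by 1.21 (standard error 0.21, adjusted p = 0.00994). SMAD3, a transducer of TGF-beta signaling, rose by 0.72 (standard error 0.18, adjusted p = 0.0455), a call that was lost on leaving out any 1 of the 6 arrays (highest adjusted p = 0.136) and under each other scaling. BCL2L1, which encodes BCL-XL, and HRAS were at 0.56 and 0.53 (adjusted p = 0.0756 and 0.0704). FOXO3, PRKDC and the mismatch repair gene MSH6 were at -0.48, -0.44 and -0.30 (adjusted p = 0.143, 0.120 and 0.272). Over all genes tested, 6 of the 12 rose and 1 fell, and 8 rose and 3 fell when adjusted over the list alone. At an unadjusted p under 0.05, 11 of the 12 passed. BCL2L1 passed over all genes under 6 alternatives (lowest adjusted p = 0.0208), and HRAS and PRKDC under 3 each (0.0174 and 0.00593). The study chose these genes because they differed between these same samples, so neither count is independent evidence of their direction. EP300 shared its probe set with another symbol and is not reported.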

Functional protein association network analysis revealed that 13 proteins encoded by the differentially expressed genes (P < 0.05) between control and *ATRX* knockout cells had interaction with PARP1 (**Figure 2B**, **Table S2**), an enzyme involved in DNA repair 12. *ATRX* knockout cells showed more cleaved PARP1, an inactivated form of PARP1 32, and increased γ-H2AX level induced by TMZ compared with *ATRX* NC cells (**Figure 2C**, **E** and **Figure S4C**). Increased activity of CASP3/7, the protein markers of apoptosis, was induced by TMZ in *ATRX* knockout cells, and TMZ combined with olaparib could increase CASP3/7 activity in *ATRX* NC cells (**Figure 2D**). Western blotting confirmed that in HG7R and HG9R cells, *ATRX* knockout or olaparib increased the activation of CASP8 and CASP3, and degradation of BCL2 and BCL-XL induced by TMZ (**Figure S4E**). Furthermore, inhibition of PARP1 induced by olaparib restored the induction of DNA damage and inhibition of cell migration ability, vascular mimicry ability and cell growth caused by TMZ in *ATRX* NC cells. However, there was no significant increase of TMZ sensitivity in *ATRX* KO cells treated by olaparib compared with those treated with TMZ alone (**Figure 2F**, **Figure S4D** and **Figure S5**). These results indicate that ATRX strengthens DNA damage repair via stabilizing PARP1 protein to promote TMZ resistance in glioma cells.

### ATRX elicits PARP1 stabilization through down-regulating FADD expression in TMZ resistant cells

Based on the above results that 13 of the proteins encoded by the differentially expressed genes between control and ATRX knockout cells had interaction with PARP1, we sought to further investigate the mechanism of the observed ATRX knockout mediated suppression of PARP1 in TMZ resistant cells. 

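FADD, the adaptor that couples death receptors to caspase-8, was at a log2 level of 8.05 ± 0.09 (SD, n = 3) in ATRX NC cells and 8.97 ± 0.26 (SD, n = 3) in ATRX KO cells. Its log2 fold change was 0.92 (standard error 0.17, adjusted p = 0.0137 from limma), a 1.90-fold rise. The death receptor gene FAS rose from 8.68 ± 0.24 (SD, n = 3) to 10.55 ± 0.31 (SD, n = 3), and CASP8, the caspase that FADD recruits, from 11.73 ± 0.13 (SD, n = 3) to 12.64 ± 0.08 (SD, n = 3), with log2 fold changes of 1.87 (adjusted p = 0.00108) and 0.91 (adjusted p = 0.00696). TNFSF10, which encodes the death ligand TRAIL, rose from 4.35 ± 0.60 (SD, n = 3) to 5.85 ± 0.22 (SD, n = 3), below the median gene level of 6.10 in both groups (adjusted p = 0.0155). The PARP1 transcript was at 12.94 ± 0.08 (SD, n = 3) in ATRX NC cells and 13.08 ± 0.28 (SD, n = 3) in ATRX KO cells, a log2 fold change of 0.13 that did not pass the test (adjusted p = 0.711). Of 25 measured genes of death receptor signaling, 7 rose and none fell (8 and 0 when adjusted over the list alone), including BID, which links caspase-8 to mitochondria, at 1.50 (standard error 0.16), and TNFAIP3 and PEA15, known to restrain this signaling, at 1.93 (standard error 0.19) and 1.25 (standard error 0.15). The ligand FASLG, the decoy caspase gene CFLAR and the adaptor gene TRADD did not pass (0.16, 0.41 and 0.43). Camera gave the list an adjusted p of 0.00144, and adjusted p = 0.0900 with an estimated correlation. FADD, FAS, CASP8 and TNFSF10 are also genes of Table S6, which the study chose because they differed between these same samples. The count and the set test of the list are therefore not independent of that choice. The FADD call was lost without ATRX NC replicate 2 (0.88, adjusted p = 0.0511) and without ATRX KO replicate 3 (0.80, adjusted p = 0.0511), and that of TNFSF10 without ATRX NC replicate 2 or ATRX KO replicate 1 (highest adjusted p = 0.0594). From the interaction of such differentially expressed genes with PARP1, the paper goes on to ask how ATRX knockout suppresses PARP1. The paper saw that suppression on protein, as more cleaved PARP1 under TMZ, whereas the arrays measure the transcript alone.

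**Figure D2:**
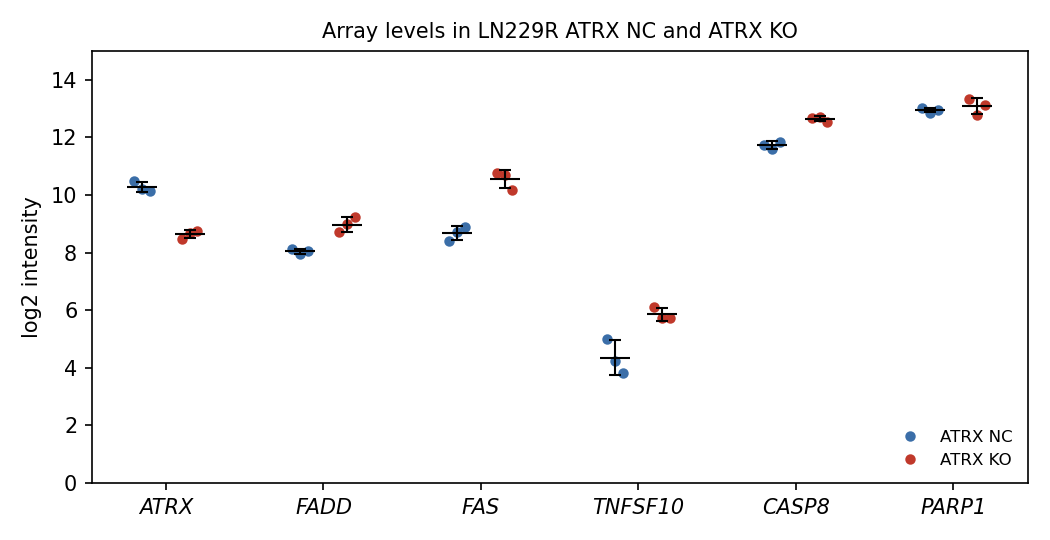
Log2 intensity (y axis) of 6 genes in the 3 ATRX NC arrays (blue) and the 3 ATRX KO arrays (red). Each point is an array, and the bars are the mean and the SD. The 3 ATRX KO arrays lie above the 3 ATRX NC arrays for FADD, FAS, TNFSF10 and CASP8 and below them for ATRX, and the groups overlap for PARP1.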

In the TCGA dataset, *FADD* had the most significantly negative correlation with *ATRX* in GBM samples (R = -0.47, P < 0.0001, **Figure 3A**, **Table S6**). To evaluate whether ATRX mediated TMZ resistance was dependent on FADD expression, we overexpressed FADD in *ATRX* NC cells and knocked down FADD in *ATRX* KO cells (**Figure S6A**, **Figure S6B**). Decreased FADD was detected in HG7R and HG9R cells compared to parental cells, and we also observed up-regulated FADD expression in *ATRX* knockout cells (**Figure 3B**). Overexpressed FADD increased TMZ induced DNA damage in *ATRX* NC cells. Conversely, knockdown of FADD decreased TMZ induced DNA damage in *ATRX* knockout cells (**Figure 3C**).

Consistent with the effect of olaparib, overexpression of FADD, increased TMZ induced PARP1 cleavage, activation of CASP8 and CASP3, degradation of BCL2 and BCL-XL, and promoted cell apoptosis were observed in ATRX NC cells. Knockdown of FADD expression, on the other hand, decreased TMZ induced PARP1 cleavage, activation of CASP8 and CASP3, degradation of BCL2 and BCL-XL, and suppressed cell apoptosis in *ATRX* knockout cells whereas olaparib could restore TMZ induced effects after FADD knockdown in *ATRX* knockout cells (**Figure 3D-E** and **Figure S6C-D**). Overexpressed FADD increased TMZ induced inhibition of cell viability, invasiveness and vascular mimetic ability of *ATRX* NC cells, whereas knockdown of FADD had opposite effects on *ATRX* knockout cells (**Figure 4** and **Figure S7**). Taken together, these results indicate that the suppression of FADD is responsible for ATRX mediated PARP1 stabilization and TMZ resistance in glioma cells.

### FADD is suppressed by H3K27me3 enrichment depended on ATRX/EZH2 complex in TMZ resistant cells

Our previous study demonstrated that ATRX was involved in the modification of histone H3 by recruiting histone methyltransferase 11. To confirm whether ATRX suppressed FADD expression by histone modification, we analyzed the enrichment of ATRX, and repressive histone modifications H3K9me3 and H3K27me3 in *FADD* promoter region by ChIP-seq analysis. According to IGV plots, ATRX could bind to *FADD* promoter region and there was more H3K27me3 enrichment in *FADD* promoter region than H3K9me3, indicating that H3K27me3 was the dominant histone modification in regulating *FADD* expression. ChIP-seq analysis of enhancer of zeste homolog 2 (EZH2), a methyltransferase of H3K27me3^33^, illustrated that there was an enrichment peak of EZH2 in the promoter region of FADD (**Figure 5A**). ChIP assays revealed that *ATRX* knockout suppressed the enrichment of H3K27me3 in *FADD* promoter region in HG7R and HG9R cells (**Figure 5B**), and that there was more enrichment of H3K27me3 in *FADD* promoter region of HG7R and HG9R cells than that of parental cells (**Figure S8A**). Protein binding prediction analysis suggested ATRX could potentially bind to EZH2 (**Figure S8B**). Co-IP assays showed ATRX binding EZH2 in* ATRX* NC cells while this interaction could not be detected in* ATRX* knockout cells (**Figure 5C**). ChIP assays illustrated that *ATRX* knockout suppressed the enrichment of EZH2 in *FADD* promoter region in HG7R and HG9R cells (**Figure 5D**), and that there was more enrichment of EZH2 in *FADD* promoter region of HG7R and HG9R cells than that of parental cells (**Figure S8C**). Knockdown of *EZH2* with specific siRNAs suppressed trimethylation of H3K27 enrichment on the *FADD* promoter region and released FADD expression in HG7R and HG9R cells (**Figure 5E-F** and **Figure S8D**), suggesting that ATRX/EZH2 complex promoted trimethylation of histone H3K27 in *FADD* promoter region and suppressed its expression in TMZ resistant cells.

### Concomitant PARPi with TMZ inhibits glioma growth in TMZ resistant xenograft models

To further validate the fact that PARP inhibitor enhanced TMZ sensitivity by suppressing ATRX-mediated PARP1 stabilization in TMZ resistant gliomas, we established xenograft mouse models and treated them with TMZ and (or) olaparib. We found that TMZ had little effect on the suppression of tumor growth in the HG7R NC group, but TMZ combined with olaparib significantly inhibited the tumor growth in mice in the HG7R NC group, consistent with the enhanced TMZ sensitivity induced by ATRX knockout in HG7R KO group (**Figure 6A-B**). Compared with the mice in the HG7R NC group treated with TMZ alone, those treated with the combination of TMZ and olaparib had a prolonged survival time, similar to those in the HG7R KO group treated with TMZ and (or) olaparib (**Figure 6C-D**). The IHC staining of xenograft samples showed that there was a higher level of FADD expression in the HG7R KO group than in the HG7R NC group. Compared with the HG7R NC groups treated with TMZ alone, the group treated with TMZ combined with olaparib displayed increased γ-H2AX, activated CASP3 and cleaved PARP1, similar to the HG7R KO group treated with TMZ and (or) olaparib (**Figure 6E-F**). The results indicated that in TMZ-resistant gliomas, a combination of PARP inhibitor with TMZ inhibited tumor growth by suppressing ATRX mediated PARP1 stabilization.

## Discussion

Chemoresistance is a major issue in the management of patients with GBM. DNA damage repair mechanisms hamper the cytotoxic effect of the DNA damaging chemotherapeutic agent TMZ in GBM 34. Repair of TMZ induced DNA double-strand breaks (DSBs) can be achieved by two major pathways, homologous recombination (HR) and non-homologous end joining (NHEJ) DNA repair 35. DNA lesions are recognized and bound by poly (ADP-ribose) polymerase family members such as PARP1 and other scaffold proteins to inhibit TMZ induced cell cycle arrest and apoptosis in GBM cells 36. Considerable effort is being devoted to identifying the molecular basis of TMZ resistance in GBM and exploring novel therapeutic regimens that may improve overall survival 37-39.

Mutations of ATRX, accompanied by loss of the nuclear protein, constitute the most frequent genetic alterations in gliomas 16. Our previous work demonstrated that ATRX is involved in the DNA replication process, cell cycle regulation, and DNA damage repair in gliomas 11. ATRX depletion inhibits cell growth and invasion, reduced transcriptional activity, and increases sensitivity to TMZ in glioma cells 40. In the present study, we observed that there was a higher expression of ATRX in TMZ resistant glioma cells compared to parental cells, and that ATRX was positively correlated with DNA damage repair marker γ-H2AX in GBM specimens. Also, aberrant activation of receptor tyrosine kinase (RTK) pathways contributes to TMZ resistance via overexpression or activation of downstream transcription factors leading to the unfavorable outcome of patients with GBM 41, 42. We found that the expression of *STAT5b*, a transcription factor that could be phosphorylated in EGF or HGF dependent manner and promoted the malignant progression of gliomas 29, 43, was abnormally upregulated in TMZ resistant cells. High throughput DNA methylation microarray showed that *ATRX* promoter region had a lower methylation level in TMZ resistant cells compared to parental cells, suggesting that DNA demethylation might mediate ATRX expression in TMZ resistant glioma cells. TET2, as an interaction partner of the transcription factor EBF1, regulates DNA methylation in gliomas 44, STAT5b also could recruit TET2 in specific site to promote DNA demethylation 45. With a decreased expression of STAT5b or TET2, methylation in ATRX promoter region was upregulated. Knockdown of *STAT5b* reduced TET2 enrichment in *ATRX* promoter region in TMZ resistant cells, suggesting a novel specific mechanism for regulating ATRX expression via DNA demethylation induced by STAT5b/TET2 complex.

Differential gene expression analysis revealed that ATRX might be implicated in the apoptosis signaling pathway and NAD ADP ribosyltransferase (ADPRT, also named as PARP1) activity in glioma cells. Knockout of ATRX enhanced PARP1 cleavage and elevated TMZ sensitivity in TMZ resistant GBM cells. Recent evidence has implicated that PARP1 was involved in DNA repair pathways and maintenance of genomic stability by increasing the resistance of cells to DNA damaging agents, possibly by promoting DNA strand break rejoining 46. Olaparib, a PARP inhibitor, was able to penetrate both core and margins of recurrent glioblastoma and the combination with TMZ significantly increased progression-free survival rates 47. These results demonstrated that olaparib has a promising future in treating glioma patients. In our work, we found that TMZ combined with olaparib significantly restrained growth of ATRX NC TMZ resistant glioma cells in vivo. FADD, a pro-apoptosis factor 48 that participates in the negative control of PARP1^49^, is upregulated when ATRX is knocked out in TMZ resistant cells. Based on the TCGA dataset analysis, *ATRX* expression is negatively correlate with *FADD* expression. FADD is responsible for Caspase-8 activation and apical caspase processing is followed by activation of BID, processing of Caspase-9, -3 and -7, PARP cleavage and apoptotic cell death. Our results showed overexpression of FADD, which was consistent with the effect of PARP inhibitor olaparib, increased TMZ induced PARP1 cleavage, activation of CASP8 and CASP3, and degradation of BCL2 and BCL-XL in ATRX NC cells. Knockdown of FADD expression decreased TMZ induced PARP1 cleavage, activation of CASP8 and CASP3, and degradation of BCL2 and BCL-XL in ATRX knockout cells, indicating that suppression of FADD is responsible for ATRX mediated PARP1 stabilization and TMZ resistance in glioma cells.

ATRX can modify the histone variant composition of chromatin that might regulate genomic stability or gene expression changes by recruiting other partners 50. In our previous study, we found that ATRX could bind to modification enzymes and facilitated maintenance of H3K9me3 to regulate activation of the downstream signaling pathway 9. As repressive markers, H3K9me3 and H3K27me3 lead to the transcriptional suppression of target genes and their abundance in chromatin is frequently altered in cancer 51. We carried out the ChIP-seq analysis of H3K9me3 and H3K27me3 and observed enrichment of H3K27me3 in *FADD* promoter regions. Protein prediction analysis and co-IP assay verified that EZH2, the PRC2 subunit that catalyzes the trimethylation of H3K27, could bind to ATRX, consistent with the previous study 52. Loss of ATRX causes global shifts in PRC2 localization and function, its redistribution within coding genes and decreased selectivity of H3K27 methylation 53. Our results demonstrated that *ATRX* knockout suppressed the enrichment of EZH2 and H3K27me3 on *FADD* promoter region, and that knockdown of EZH2 inhibited the trimethylation of H3K27 enrichment of *FADD* promoter region and released FADD expression in TMZ resistant cells. The IHC staining of tumor slides from xenograft models also confirmed a higher level of FADD expression in ATRX KO group compared to the ATRX NC group. Also, TMZ combined with PARP1 inhibitor olaparib significantly inhibited tumor growth in mice in the HG7R NC group, which was consistent with the enhanced TMZ sensitivity induced by ATRX knockout in the HG7R KO group.

## Conclusions

In summary, ATRX was upregulated by DNA demethylation mediated by STAT5b/TET2 complex in TMZ resistant glioma cells. ATRX also promoted PARP1 stabilization through down-regulating FADD expression by the suppressing H3K27me3 enrichment in FADD promoter region. These results further illustrated the mechanism of the ATRX/PARP1 axis contributing to TMZ resistance (**Figure 7**) and provided substantial new evidence that PARP inhibitor might be a potential adjuvant agent in overcoming TMZ resistance in glioma.

## Supplementary Material

Supplementary figures and tables.

### Funding

This study was supported by 1. National Natural Science Foundation of China (No. 81702972, No. 81874204, No. 81903077, No. 81772666, No.81972817); 2. Excellent Young Talents Project of Central Government Supporting Local University Reform and Development Fund (0202-300011190006); 3. China Postdoctoral Science Foundation (2018M640305, 2019M660074); 4. Beijing Postdoctoral Research Foundation (ZZ2019-10); 5. Heilongjiang Postdoctoral Science Foundation (LBH-Z18103, LBH-Z19029); 6. Heilongjiang Health and Family Planning Commission Foundation (2017-201, 2019-102).

## Figures and Tables

**Figure 1:**
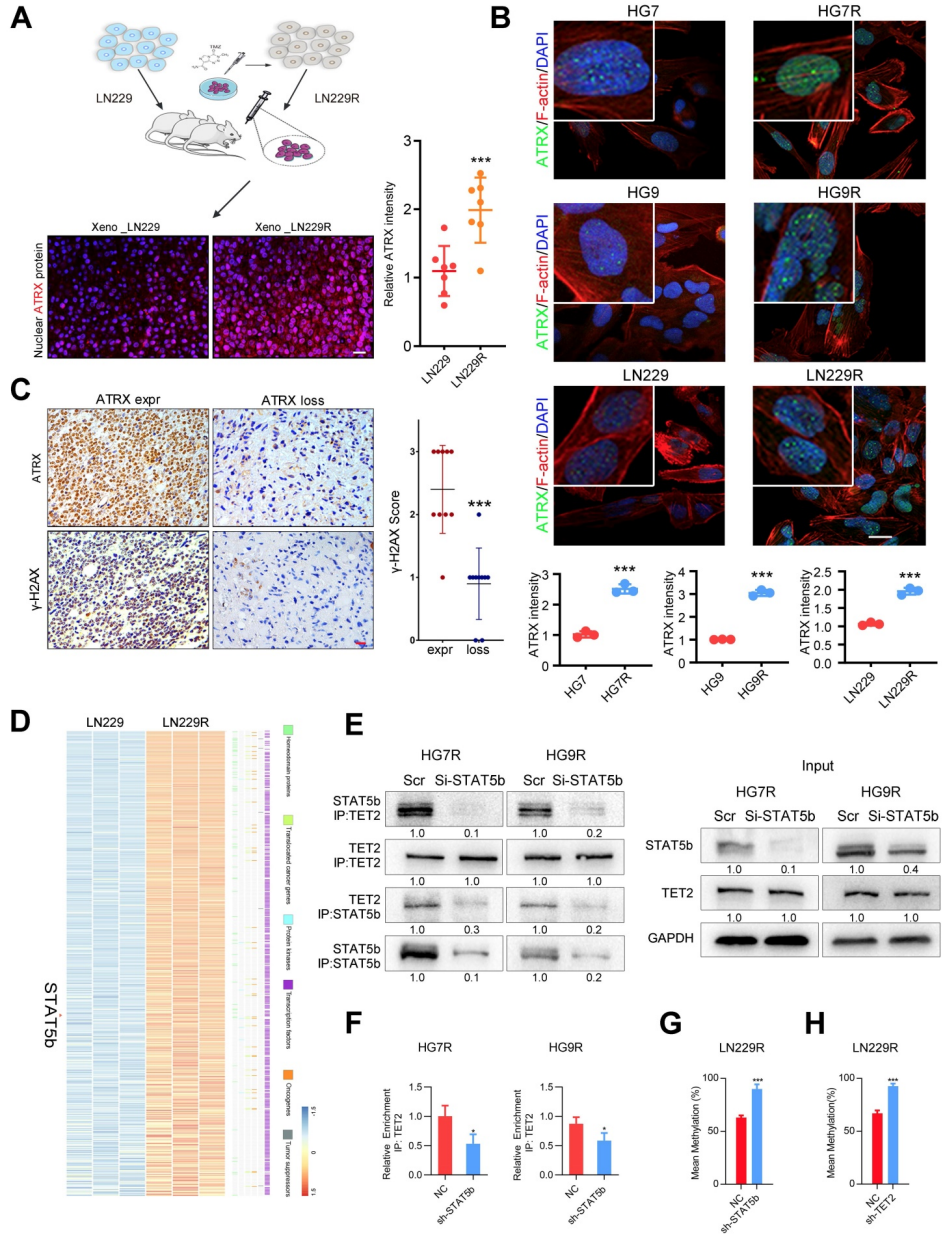
** ATRX expression is increased via DNA demethylation mediated by STAT5b/TET2 complex.** (A) ATRX expression of xenograft gliomas formed by LN229R and LN229 cells. Scale: 20 μm. Schematic used elements from Servier Medical Art: https://smart.servier.com. (B) ATRX expression in HG7, HG9, LN229, HG7R, HG9R and LN229R detected by IF. Scale: 20 μm. (C) Expression of γ-H2AX in ATRX express and ATRX loss glioma tissues. Scale: 20 μm. ***P < 0.001, Chi-squared test. (D) Heatmap with the differentially expressed genes annotated with six gene families. (E) Co-IP assay of STAT5b and TET2 in HG7R and HG9R cells treated with STAT5b knockdown. (F) ChIP-PCR assay showing the TET2 enrichment in ATRX promoter regions of HG7R and HG9R cells treated with STAT5b siRNAs. Error bars indicate mean ± SD. (G-H) The average levels of methylation in ATRX promoter between STAT5b/TET2 knockdown LN229R group and NC group. ***P < 0.001, Student's *t*-test.

**Figure 2:**
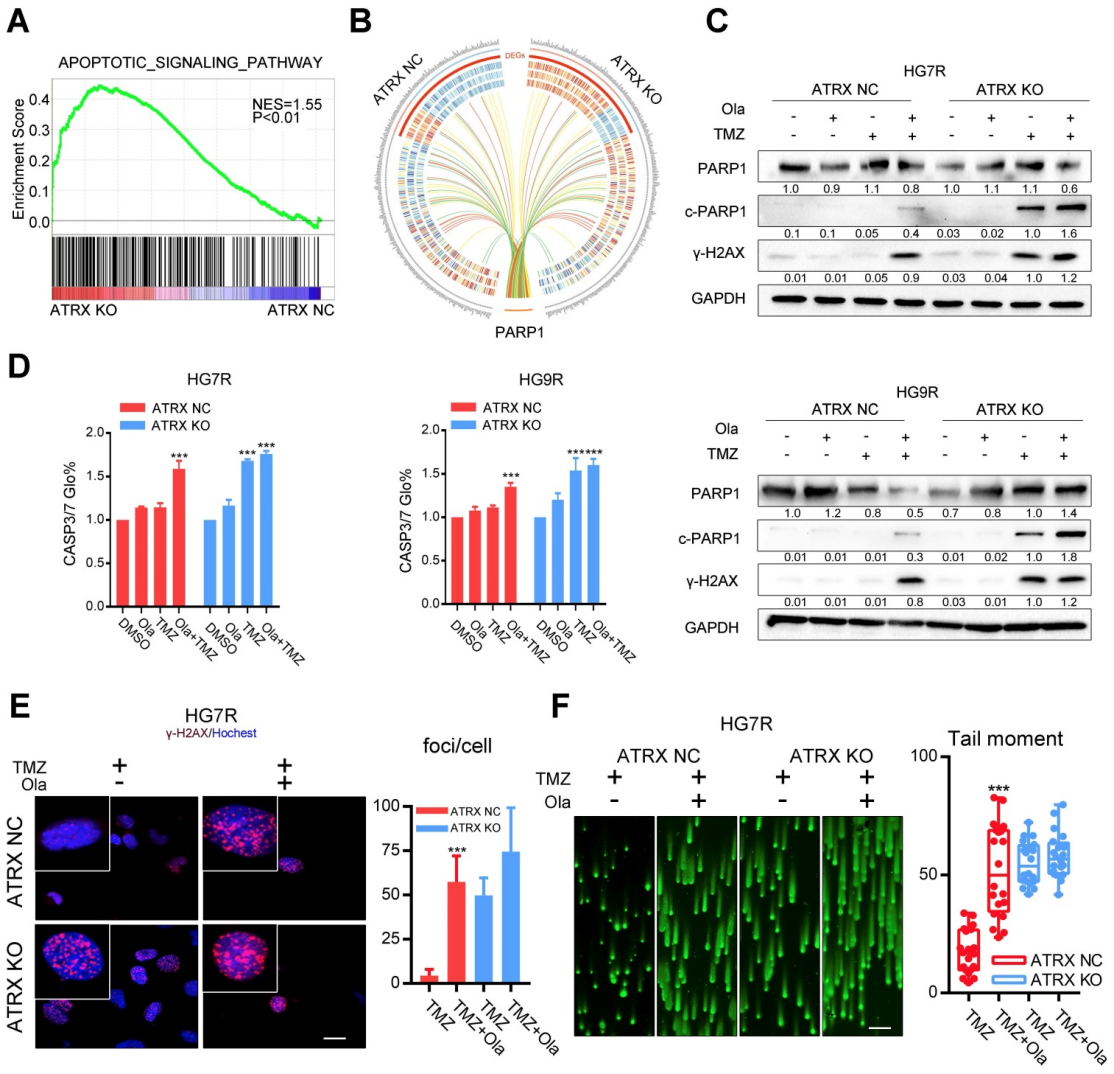
** Olaparib increases DNA damage induced by TMZ by inhibiting the ATRX mediated PARP1 stabilization.** (A) GSEA of the apoptotic signaling pathway was performed in *ATRX* NC and *ATRX* KO cells. (B) Differentially expressed genes of the apoptotic signaling pathway between *ATRX* NC and *ATRX* KO cells and their interaction with PARP1. (C) Western blotting of PARP1, c-PARP1 and γ-H2AX of *ATRX* NC and *ATRX* KO cells treated with 200 μM TMZ and/or 1 μM olaparib. TMZ and olaparib were added to culture medium for 72 hours. (D) CASP3/7 activity of *ATRX* NC and *ATRX* KO cells treated with TMZ and/or olaparib. TMZ and olaparib were added to culture medium for 72 hours. (E) TMZ and olaparib were added to culture medium at final concentrations of 200 μM and 1 μM, respectively, for 72 hours. γ-H2AX is shown in red and nucleus in blue. Bar plots showed the statistics of immunofluorescence assays in HG7R. Scales: 20 μm. (F) Comet assays measuring the DNA damage status in *ATRX* NC and *ATRX* KO cells treated with TMZ or combination of TMZ and olaparib in HG7R. Scales: 100 μm. Error bars indicate mean ± SD. *** P < 0.001, Student's *t*-test.

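Of 22 measured genes of mitochondrial apoptosis, CASP6, DIABLO and BAD rose and BCL2L11 fell (3 up and 1 down also when adjusted over the list alone). The effector caspase gene CASP6 rose by 1.30 on the log2 scale (standard error 0.19, adjusted p = 0.00428 from limma), and BCL2L11, which encodes the pro-apoptotic protein BIM, fell by 1.01 (standard error 0.15, adjusted p = 0.00520). DIABLO, whose protein binds inhibitors of apoptosis, was at 0.64 and the pro-apoptotic gene BAD at 0.82, calls that were lost on leaving out any 1 of the 6 arrays for DIABLO (highest adjusted p = 0.0878), as under each other scaling, and any but ATRX NC replicate 2 for BAD (highest adjusted p = 0.0849). None of 19 measured apoptosis inhibitors passed over all genes or when adjusted over the list alone, and 5 had an unadjusted p under 0.05 from limma. BCL2, an inhibitor whose protein the paper measured, was at 0.40 (standard error 0.26, adjusted p = 0.395), and BCL2A1 at -0.56 (standard error 0.23, adjusted p = 0.184). The paper reports degradation of BCL2 protein under TMZ in HG7R and HG9R cells, whereas the arrays measure the transcript in LN229R cells, so the 2 are not comparable. Neither list passed camera, with an adjusted p of 0.231 for mitochondrial apoptosis and 0.446 for the inhibitors, while fry gave 0.0321 and 0.0238. An untitled table of apoptosis genes in the supplement gives a ratio of ATRX KO to ATRX NC and a p for each gene, of which 51 lines are legible in the copy used here. For the 13 genes that could be matched by symbol and chromosome, the ratio of mean linear intensities differed from the ratio of the paper by at most 0.00452, and the p of the t-test named in the methods, computed on the log2 values without adjustment, equalled that of the paper to 3 significant digits for 12 of the 13. After adjustment over all genes, that t-test gave FADD an adjusted p of 0.0604 and the death ligand gene TNFSF10 an adjusted p of 0.118.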

**Figure 3:**
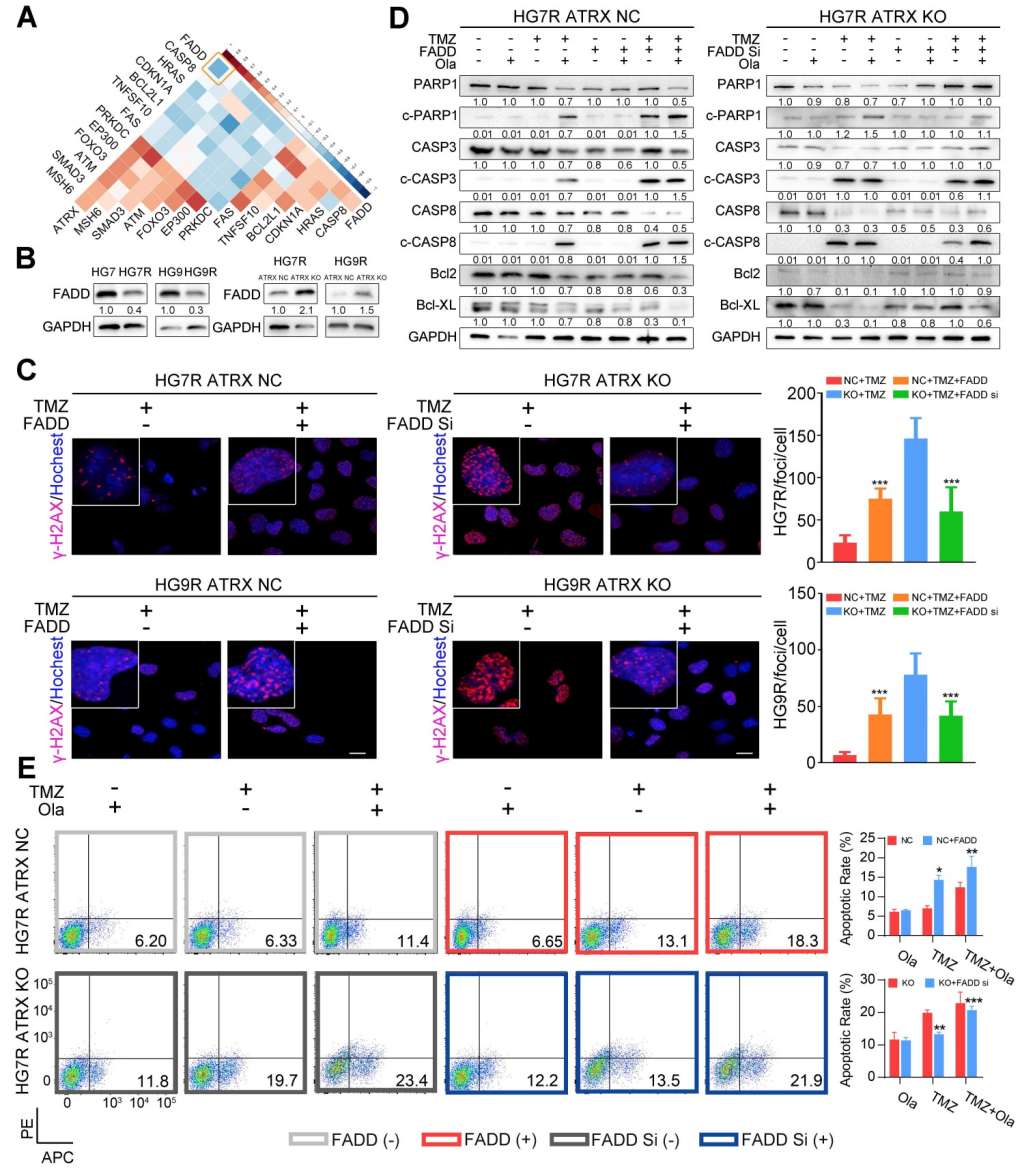
** FADD mediated by ATRX inhibits PARP1 stabilization and strengthen DNA damage and apoptosis induced by TMZ.** (A) Correlations among *ATRX* and thirteen apoptotic molecules interacting with PARP1 in TCGA dataset. (B) Expression level of FADD in HG7, HG7R, HG9, HG9R, *ATRX* NC and *ATRX* KO cells. (C) IF assays showing γ-H2AX levels (γ-H2AX in red and nucleus in blue) of *ATRX* NC and *ATRX* KO cells with FADD overexpression or knockdown. Scale: 20 μm. The statistic of IF assays are shown in bar plots. (D) Expression levels of PARP1, cPARP1, CASP8, cCASP8, CASP3, cCASP3, BCL-XL and BCL2 detected by Western blot in *ATRX* NC and *ATRX* KO cells with FADD overexpression or knockdown treated with 200 μM TMZ and/or 1 μM olaparib. (E) Apoptosis of HG7R NC and HG7R KO cells with FADD overexpression or knockdown treated with 200 μM TMZ and/or 1μM olaparib for 72 hours. Error bars indicated mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, Student's t-test.

**Figure 4:**
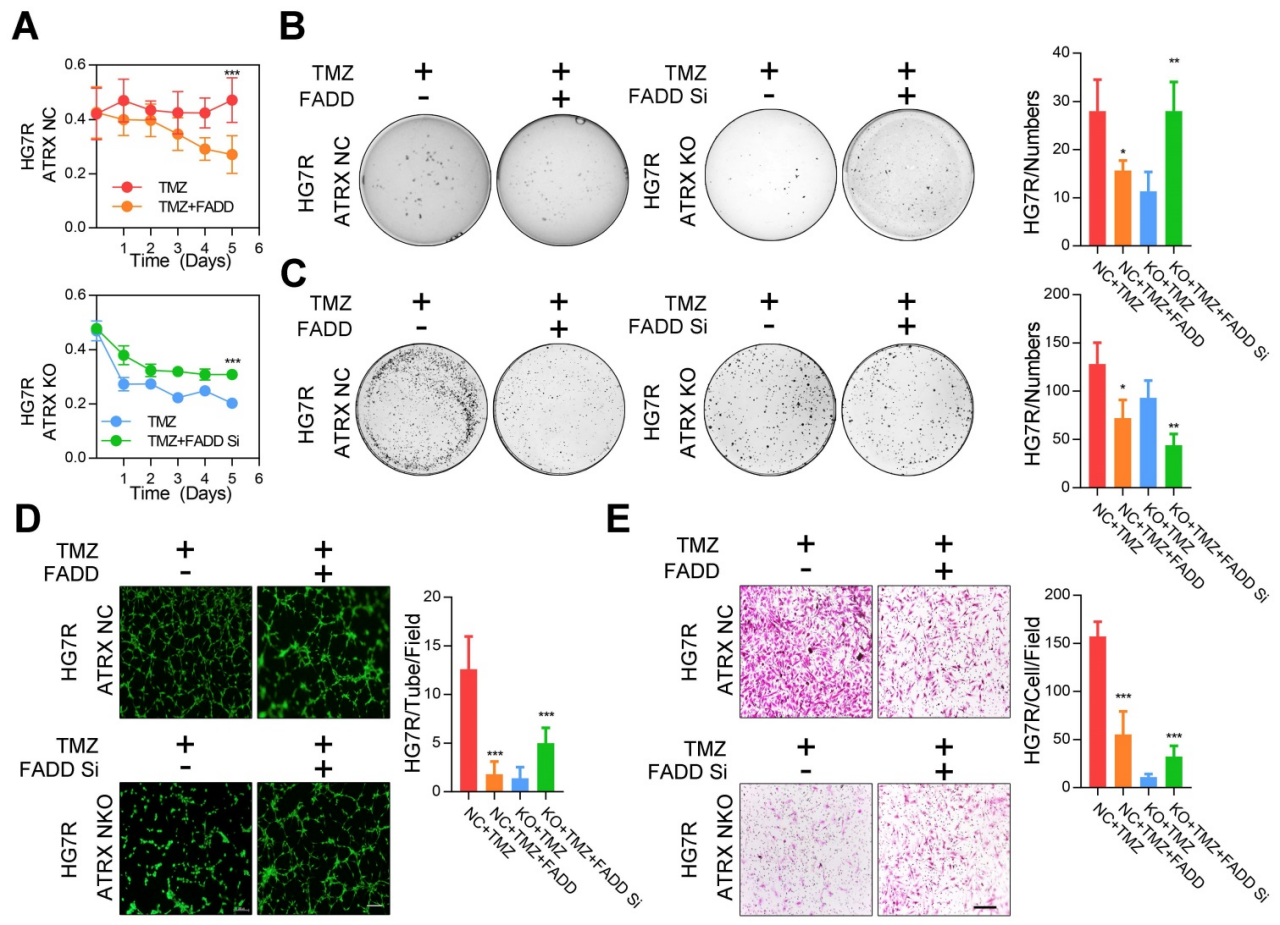
** The proliferative, invasive ability and vascular mimicry of *ATRX* NC and *ATRX* KO HG7R cells with *FADD* overexpression or knockdown treated with TMZ.** (A) CCK-8 assays in *ATRX* NC and *ATRX* KO HG7R cells with *FADD* overexpression or knockdown treated with 200μM TMZ. (B-C) Soft agar colony formation assays, colony formation assays in *ATRX* NC and *ATRX* KO HG7R cells with *FADD* overexpression or knockdown treated with 200μM TMZ. (D) Vascular mimicry assays in *ATRX* NC and *ATRX* KO HG7R cells with *FADD* overexpression or knockdown treated with 200μM TMZ. (E) Transwell assays of *ATRX* NC and *ATRX* KO HG7R cells with *FADD* overexpression or knockdown accompanied by TMZ. Cells were treated with TMZ at a final concentration of 200 μM. Scale: 200 μm. The statistics was showed in bar plots. Error bars indicated mean ± SD. * P < 0.05, ** P < 0.01, *** P < 0.001; Student's *t*-test.

**Figure 5:**
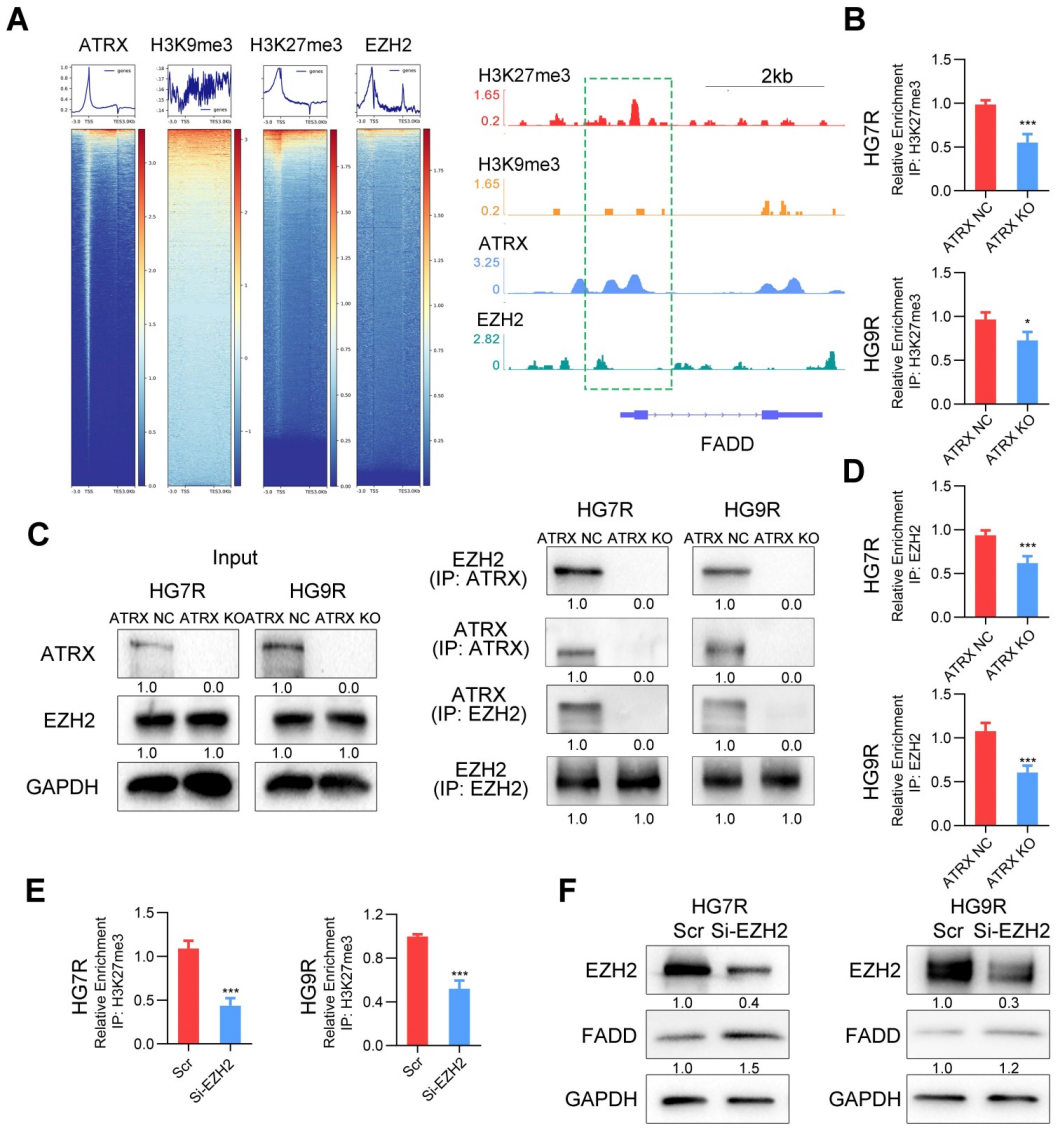
** FADD is suppressed by H3K27me3 ATRX/EZH2 complex mediated H3K27me3 enrichment in HG7R and HG9R cells.** (A) Heatmap showing the read counts within a region spanning ± 3 kb around TSS. The IGV browser image of H3K27me3, H3K9me3, ATRX and EZH2 enrichment in *FADD* promoter region. (B) ChIP-PCR analysis of *FADD* promoter regions with antibodies targeting H3K27me3 in *ATRX* NC and KO cells. (C) Co-IP assay of the interaction between ATRX and EZH2 in *ATRX* NC and KO cells. (D) ChIP-PCR analysis of *FADD* promoter regions with antibodies targeting EZH2 in *ATRX* NC and KO cells. (E) ChIP-PCR analysis of *FADD* promoter regions with antibodies targeting H3K27me3 in HG7R and HG9R cells with EZH2 knockdown (EZH2 si3 was used in the assay). (F) FADD expression was detected by Western blotting in HG7R and HG9R cells treated with EZH2 knockdown.

**Figure 6:**
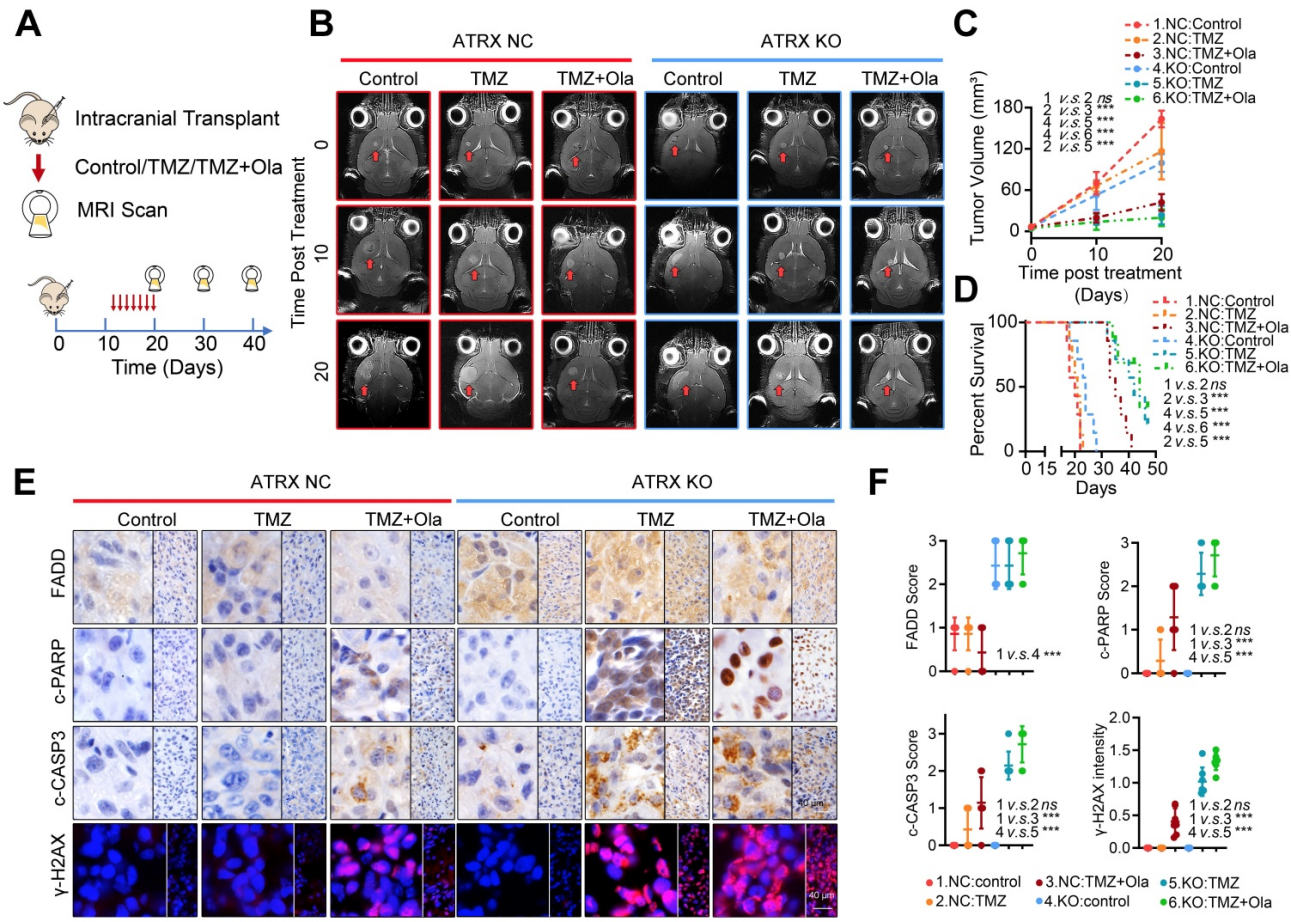
** Concomitant PARPi with TMZ inhibits glioma growth in TMZ resistant xenograft models.** (A-B) The MRI images of *ATRX* NC and *ATRX* KO xenograft gliomas treated with control, TMZ or a combination of TMZ and olaparib (*n* = 7 per group). (C-D) Tumor volumes and the survival curves of nude mice in different groups. *** P < 0.001 and “ns” means not significant; Student's t-test. (E) The FADD, c-CASP3 and c-PARP1 levels of xenograft gliomas in different groups detected by IHC assays. Scale: 40 μm. The γ-H2AX expression level detected by IF. Scale: 40 μm. (F) IHC staining quantification of FADD, c-CASP3, c-PARP and γ-H2AX. *** P < 0.001 “*ns*” not significant, Chi-squared test.

**Figure 7:**
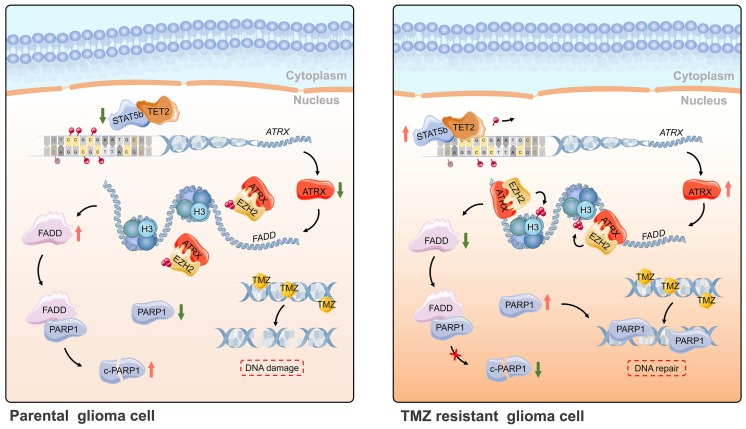
** Schematic of epigenetic modulation of ATRX by STAT5b/TET2 complex regulating the FADD/PARP1 axis and contributing to TMZ resistance in glioma.** Schematic used elements from Servier Medical Art: https://smart.servier.com.

## Abbreviations

ATRX: Alpha Thalassemia/Mental Retardation Syndrome X-Linked
Cas9: CRISPR-associated protein 9
CASP3: Caspase 3
CASP7: Caspase 7
CASP8: Caspase 8
c-CASP3: cleaved Caspase 3
c-CASP8: cleaved Caspase 8
CCK-8: Cell Counting Kit-8
Co-IP: co-immunoprecipitation
c-PARP1: cleaved PARP1
CRISPR: Clustered Regularly Interspaced Short Palindromic Repeats
EdU: 5-Ethynyl-2´-deoxyuridine
EZH2: Enhancer of zeste homolog 2
FADD: Fas Associated via Death Domain
FBS: Fetal Bovine Serum
FDA: Food and Drug Administration
GBM: glioblastoma
GEO: the Gene Expression Omnibus
GO: Gene Ontology
GSEA: the Gene Set Enrichment Analysis
H&E: Hematoxylin and Eosin stain
IF: immunofluorescence
IGV: the Integrative Genomics Viewer
IHC: immunohistochemistry
MRI: Magnetic Resonance Imaging
MSigDB: the Molecular Signature Database
NHEJ: Non-Homologous End Joining
PARP1: Poly (ADP-ribose) polymerase 1
sgRNA: small guide RNA
siRNA: small interfering RNA
STAT5b: Signal Transducer and Activator of Transcription 5b
SWI/SNF: SWItch/Sucrose Non-Fermentable
TCGA: The Cancer Genome Atlas
TET2: Tet Methylcytosine Dioxygenase 2
TMZ: temozolomide
TRAIL: TNF-Related Apoptosis-Inducing Ligand
WB: Western blot
γ-H2AX: the phosphorylated form of H2A histone family member X

# Supplementary material for: ATRX/EZH2 complex epigenetically regulates FADD/PARP1 axis, contributing to TMZ resistance in glioma
**Source:** Theranostics. 2020 Feb 10;10(7):3351–65. doi: 10.7150/thno.41219
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

Supplementary material

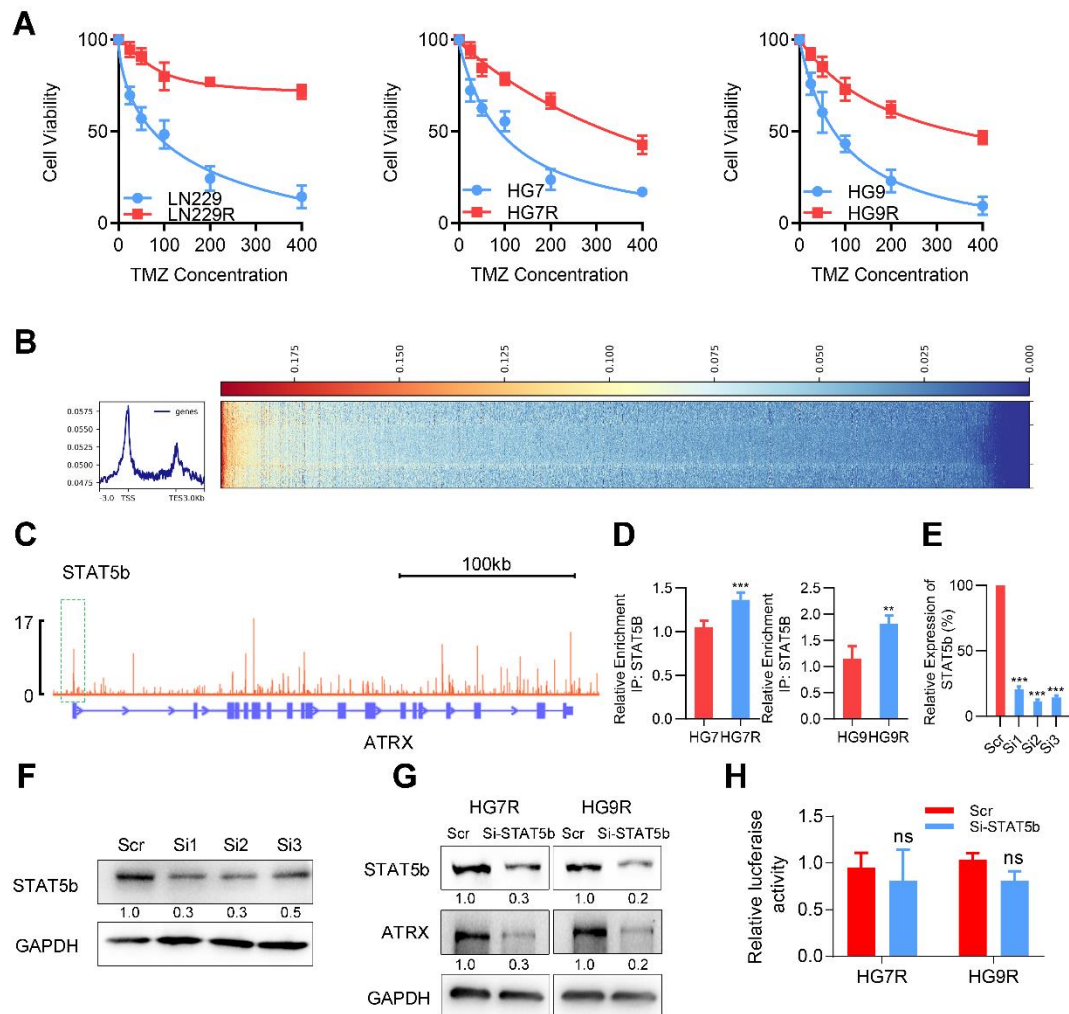

Figure S1. STAT5b is bound to the ATRX promoter region and is involved in ATRX expression.

(A) CCK-8 assays of TMZ-resistant and parental GBM cells upon TMZ treatment at the indicated concentrations for 72 hours (n=3). (B) Heatmap showing the read counts within a region spanning ± 3 kb around TSS in the whole genome. (C) IGV browser image showing STAT5b enrichment in ATRX promoter region. (D) ChIP-PCR analysis of ATRX promoter regions with STAT5b enrichment. (E-F) Validation of siRNAs targeting STAT5b performed by qRT-PCR and Western blot in HG7R cells. (G) Decreased ATRX protein expression STAT5b knockdown. (H) The transcription activity

of STAT5b in the promoter region of *ATRX* detected by luciferase reporter assay. Error bars indicated mean $\pm$ SD. “ns” means no significant, Student’s *t*-test.

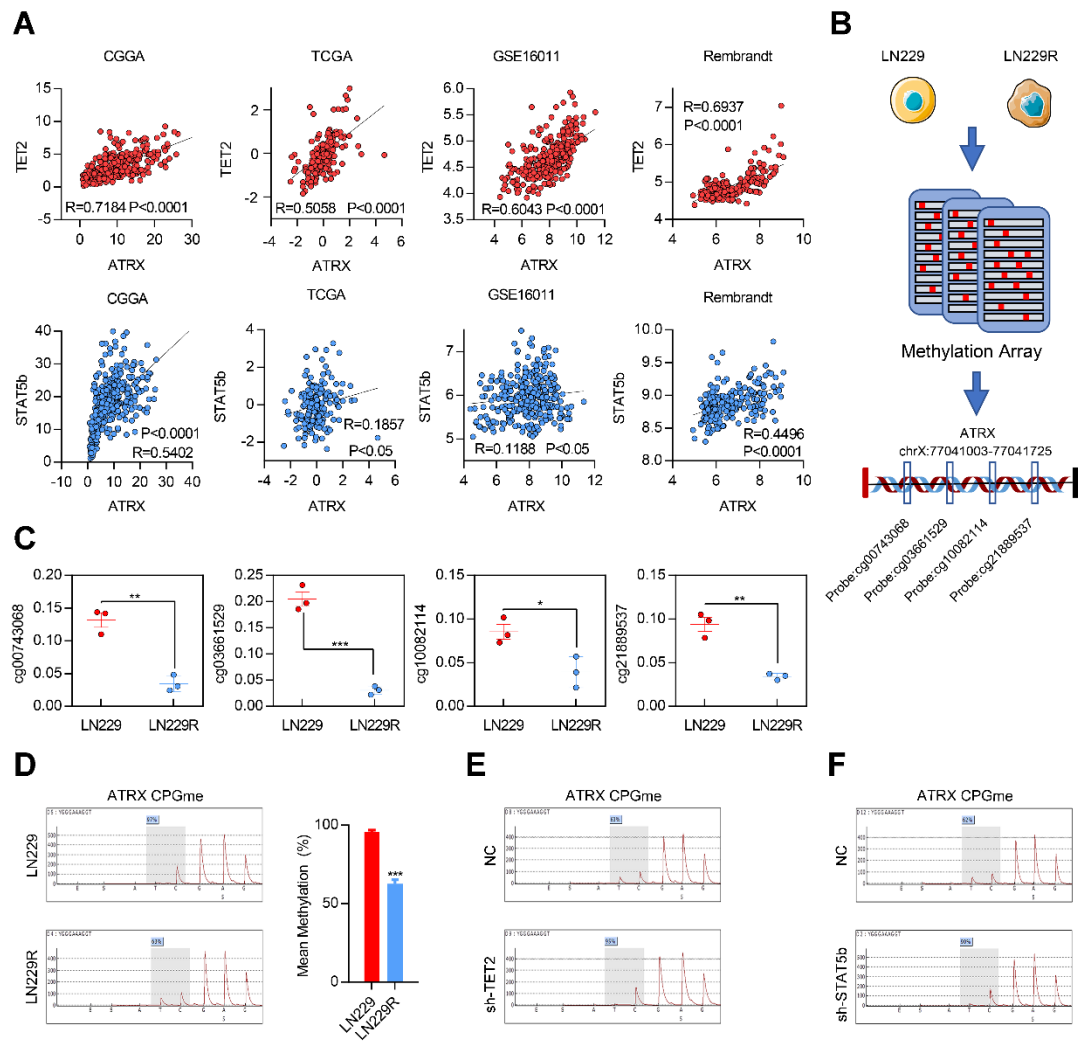

Figure S2. STAT5b/TET2 are response for ATRX hypomethylation

(A) Pearson correlation analysis between the *STAT5b/TET2* and *ATRX* levels in GBM samples (CGGA n=388, TCGA n=160, GSE16011 n=284, Rembrandt n=227). (B) Schematic of the DNA methylation microarray. Schematic used elements from Servier Medical Art: <https://smart.servier.com>. (C) DNA methylation microarray showing lower methylation in *ATRX* promoter region in LN229R cells compared with parental cells. Error bars indicate mean $\pm$ SD. * P < 0.05, ** P < 0.01, *** P < 0.001; Student's *t*-test. (D) Validation of *ATRX* methylation levels by pyrosequencing in LN229 and 229R cells. (E-F) Validation of *ATRX* methylation levels by

pyrosequencing in 229R after knocking down *TET2* or *STAT5b*. Error bars indicate mean $\pm$ SD. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$; Student's *t*-test.

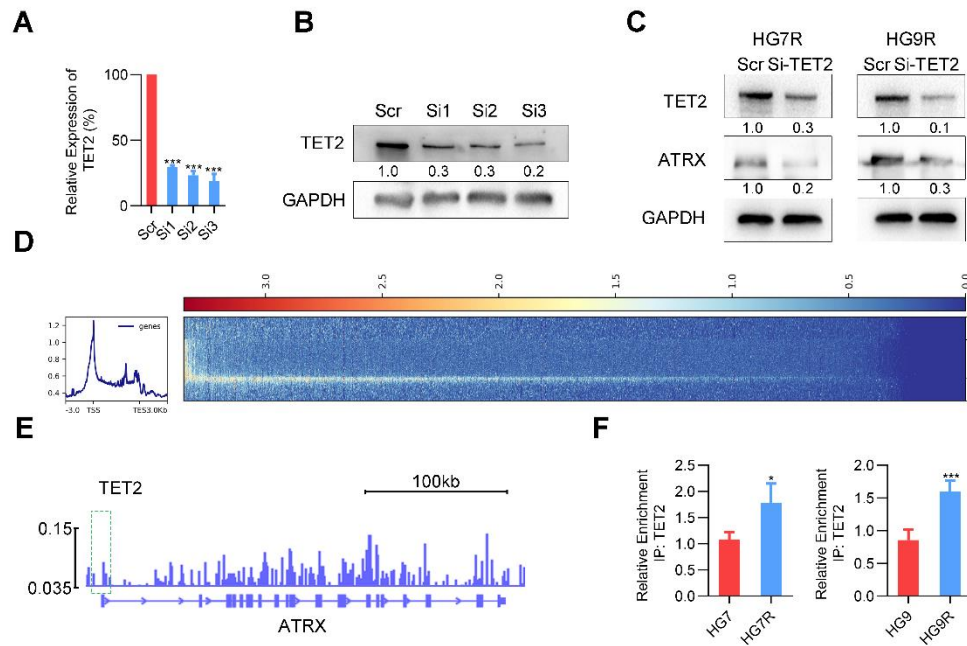

Figure S3. TET2 is enriched in *ATRX* promoter region and involved in *ATRX* expression.

(A-B) Validation of siRNAs targeting TET2 by qRT-PCR and western blotting in HG7R cells. (C) Decreased ATRX protein expression with TET2 knockdown in HG7R and HG9R cells. (D) Heatmap showed the read counts within a region spanning ± 3 kb around TSS in the whole genome. (E) The IGV browser image showing TET2 enrichment in *ATRX* promoter region. (F) ChIP-qPCR analysis of *ATRX* promoter regions with TET2 enrichment.

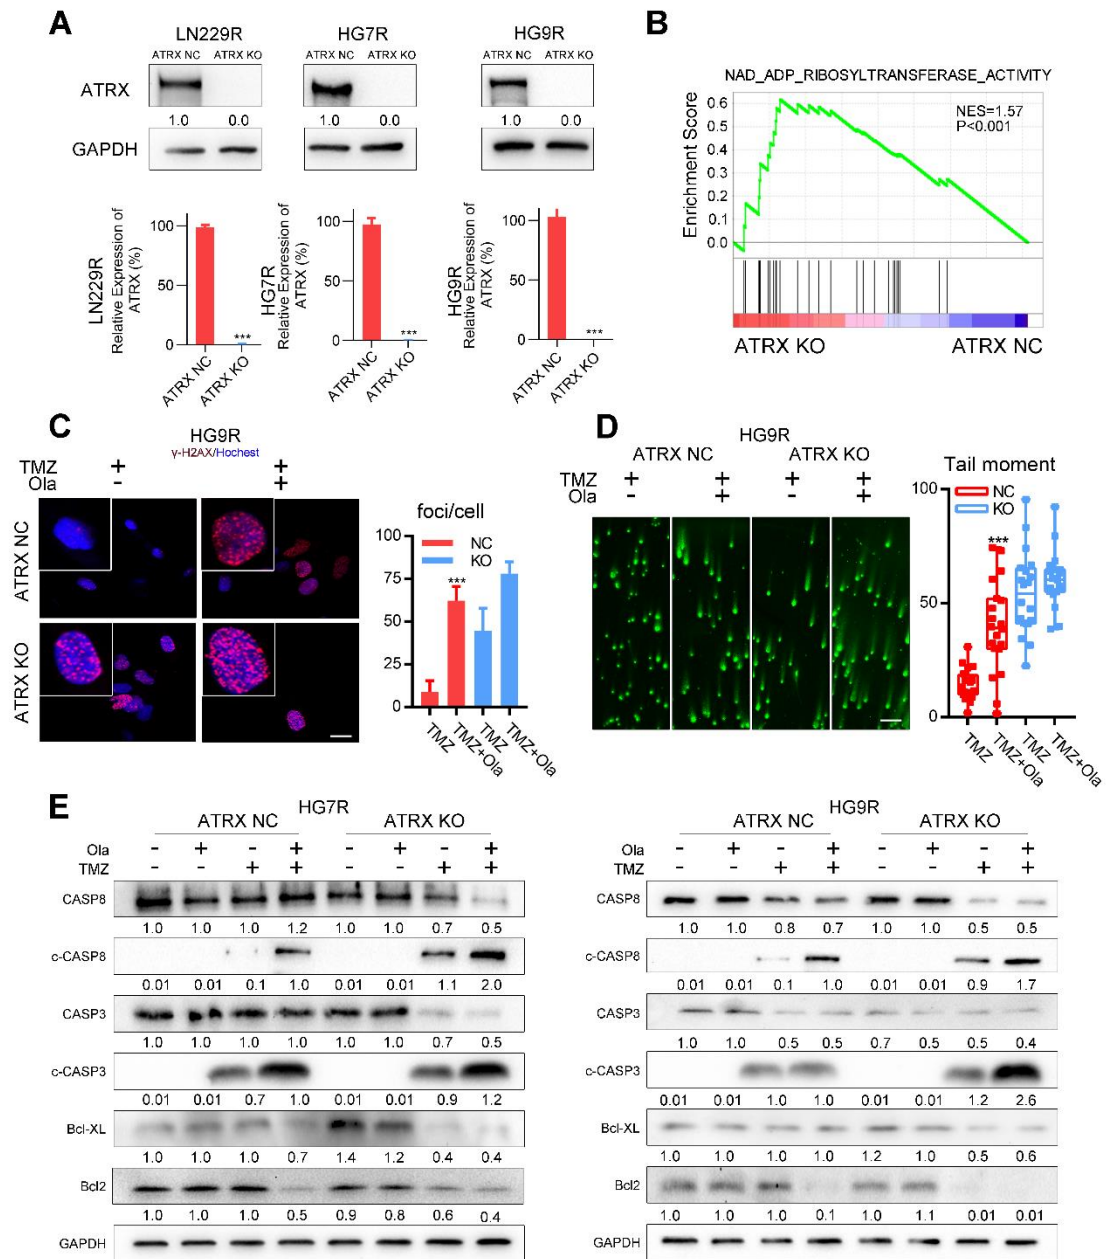

Figure S4. Activity and expression of apoptotic and DNA damage markers in *ATR* NC and *ATR* KO cells treated with TMZ and (or) olaparib.

(A) Validation of CRISPR-Cas9 mediated ATRX knocking out performed by qRT-PCR and western blotting in LN229R, HG9R, HG7R cells. (B) GSEA of NAD ADP ribosyltransferase activity pathway was performed between *ATR* NC and *ATR* KO cells. 

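Of the NAD ADP-ribosyltransferase genes, PARP14 rose from a log2 level of 10.94 ± 0.11 (SD, n = 3) in ATRX NC cells to 12.49 ± 0.13 (SD, n = 3) in ATRX KO cells, a log2 fold change of 1.55 (adjusted p = 0.000520 from limma). PARP12 rose from 9.09 ± 0.09 (SD, n = 3) to 10.31 ± 0.22 (SD, n = 3), by 1.21 (adjusted p = 0.00301). Both are mono-ADP-ribosyltransferases and both are also among the interferon-stimulated genes listed. PARP3, which acts in the response to DNA breaks, was at 0.67 (standard error 0.16, adjusted p = 0.0393), a call that ended under 11 of the 18 alternatives run, among them each other scaling of the arrays. PARP11, TNKS, PARP9 and PARP4 were at 0.65, 0.68, 0.74 and 0.56 (adjusted p = 0.0598, 0.0770, 0.0712 and 0.0735). PARP2, TNKS2 and SIRT6 did not pass either, at 0.05, -0.41 and 0.35.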

(C) γ -H2AX is shown in

red and nucleus in blue. Bar plots showing the statistics of immunofluorescence assays in HG9R. Scales: 20 μm . (D) Comet assays measuring the DNA damage status in *ATR*X NC and *ATR*X KO cells treated with TMZ or combination of TMZ and olaparib in HG9R. Scales: 100 μm . Error bars indicate mean $\pm$ SD. *** $P < 0.001$, Student's *t*-test. (E) Levels of CASP 8, c-CASP 8, CASP3, c-CASP 3, BCL-XL and BCL 2 detected by western blotting in *ATR*X NC and *ATR*X KO cells treated with TMZ and (or) olaparib.

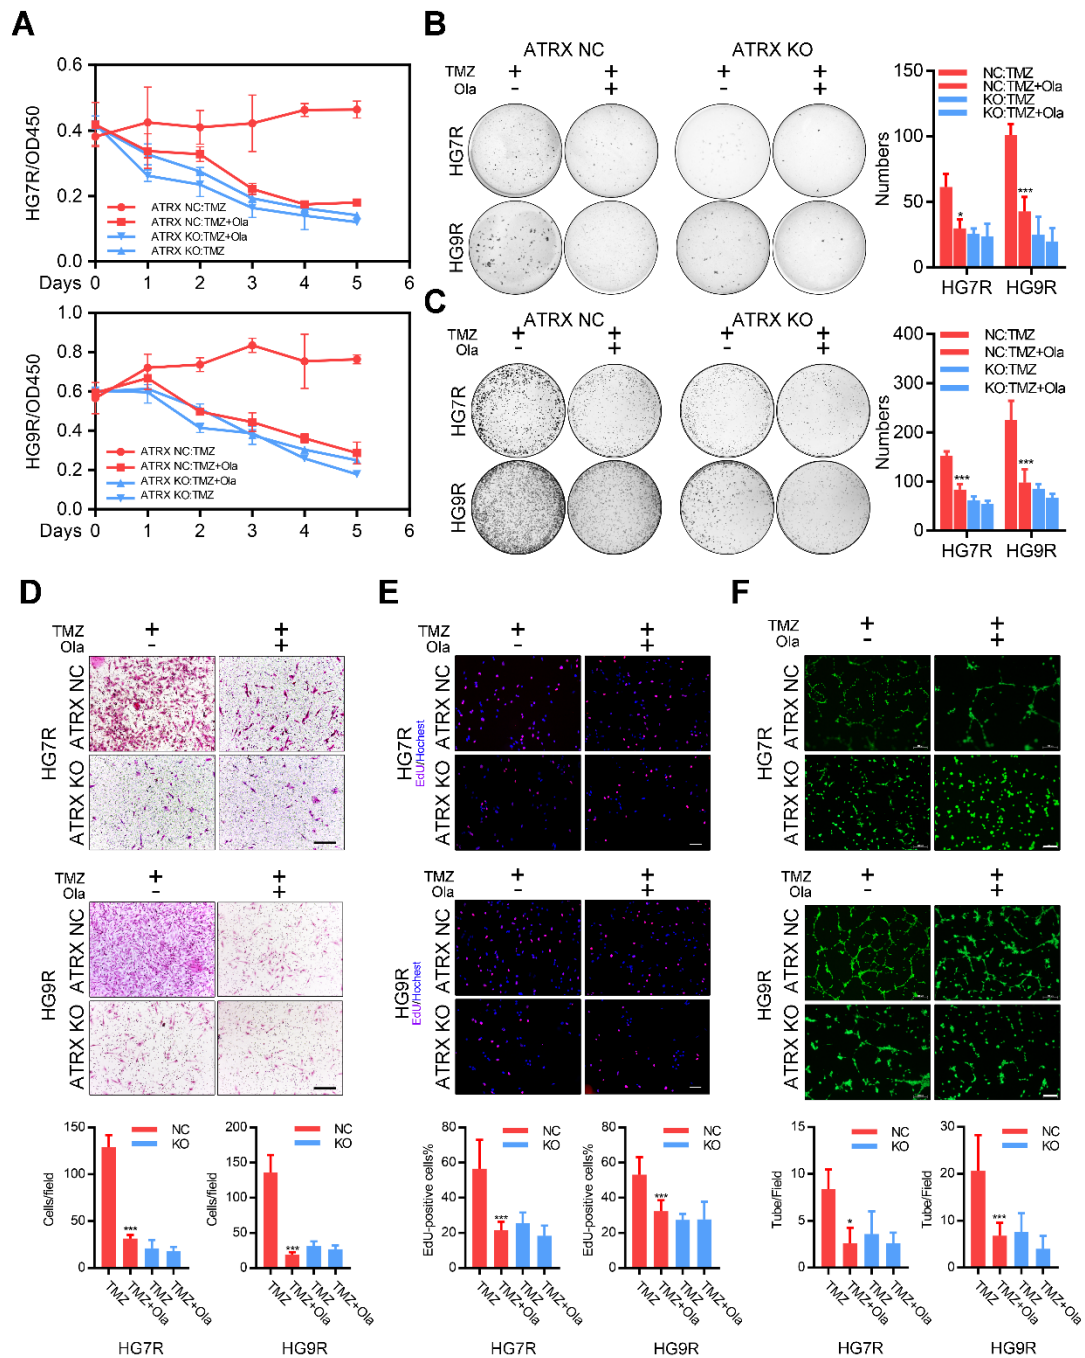

Figure S5. Proliferation, invasive ability and vascular mimicry of *ATRX* NC and *ATRX* KO cells treated with TMZ alone or a combination of TMZ and olaparib.

(A) CCK-8 assays showing the proliferation of *ATRX* NC and *ATRX* KO cells treated with TMZ or a combination of TMZ and olaparib. (B) Soft agar colony formation assay of *ATRX* NC and *ATRX* KO cells treated with TMZ or a combination of TMZ and olaparib. (C) Colony formation assay of *ATRX* NC and *ATRX* KO cells treated with TMZ or a combination of TMZ and olaparib. (D)

Transwell assays of *ATRX* NC and *ATRX* KO HG7R, HG9R cells treated with TMZ or combination of TMZ and olaparib. Scale: 200 μ m. (E) EdU assays (EdU in red and nucleus in blue) of *ATRX* NC and *ATRX* KO HG7R, HG9R cells treated with TMZ or a combination of TMZ and olaparib. Scale: 100 μ m. (F) Vascular mimicry assays of *ATRX* NC and *ATRX* KO HG7R, HG9R cells treated with TMZ or combination of TMZ and olaparib. Scale: 100 μ m. Error bars indicate mean $\pm$ SD. * $P < 0.05$, *** $P < 0.001$; Student's *t*-test.

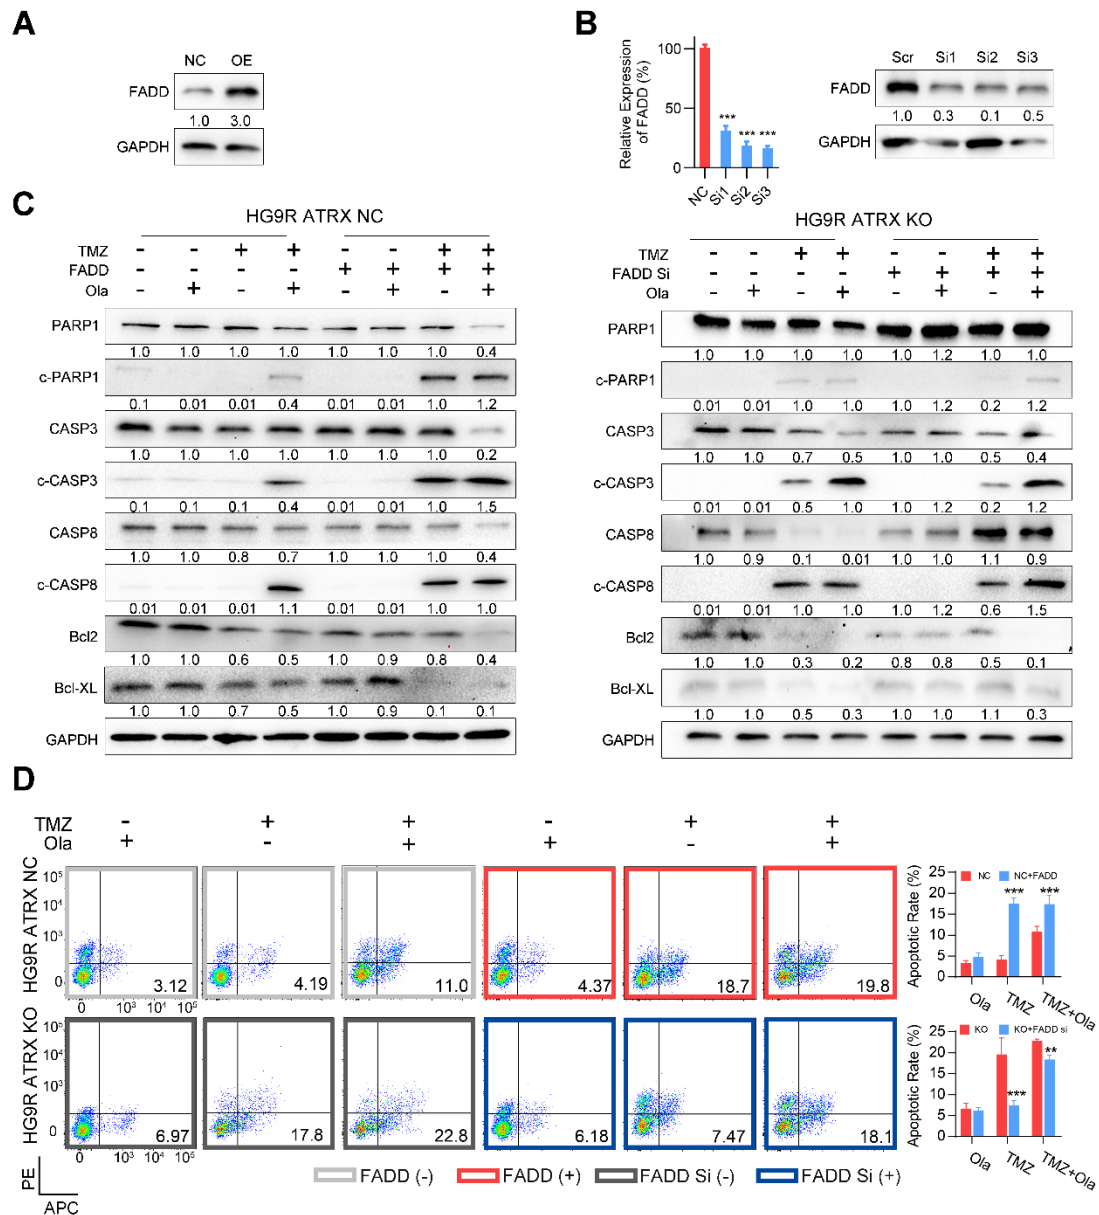

Figure S6. FADD inhibits the stabilization of PARP1 by ATRX and enhances TMZ induced apoptosis.

(A) Validation of FADD overexpression in HG7R cells by Western blotting. (B) Validation of FADD knockdown in HG7R cells. (C) Levels of PARP1, c-PARP1, CASP 8, c-CASP 8, CASP3, c-CASP 3, BCL-XL and BCL 2 detected by Western blotting in *ATR*X NC and *ATR*X KO cells with *FADD* overexpression or knockdown treated with TMZ and (or) olaparib. (D) Cell apoptosis analysis showing the apoptosis of HG9R NC and HG9R KO cells with FADD overexpression or knockdown treated with TMZ and (or) olaparib. **P < 0.01, ***P < 0.001, Student's *t*-test.

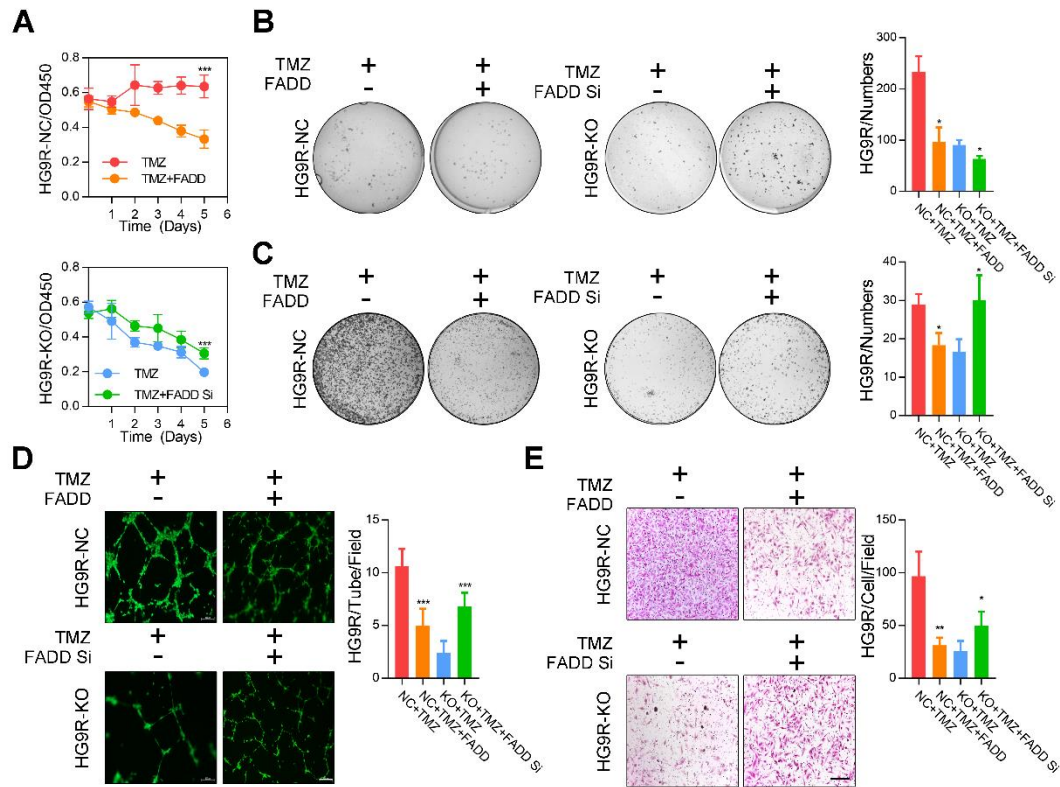

Figure S7. Proliferation, invasive ability and vascular mimicry of *ATRX* NC and *ATRX* KO HG9R cells with *FADD* overexpression or knockdown treated with TMZ.

(A) CCK-8 assays in *ATRX* NC and *ATRX* KO HG9R cells with FADD overexpression or knockdown treated with TMZ. (B-C) Soft agar colony and colony formation assays in *ATRX* NC and *ATRX* KO HG9R cells with FADD overexpression or knockdown treated with TMZ. (D) Vascular mimicry assays of *ATRX* NC and *ATRX* KO HG9R cells treated FADD overexpression or knockdown treated with TMZ. (E) Transwell assays of *ATRX* NC and *ATRX* KO HG9R cells with FADD overexpression or knockdown treated with TMZ. Scale: 200 μ m. The statistics was showed in bar plots. Error bars indicated mean $\pm$ SD. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$; Student's *t*-test.

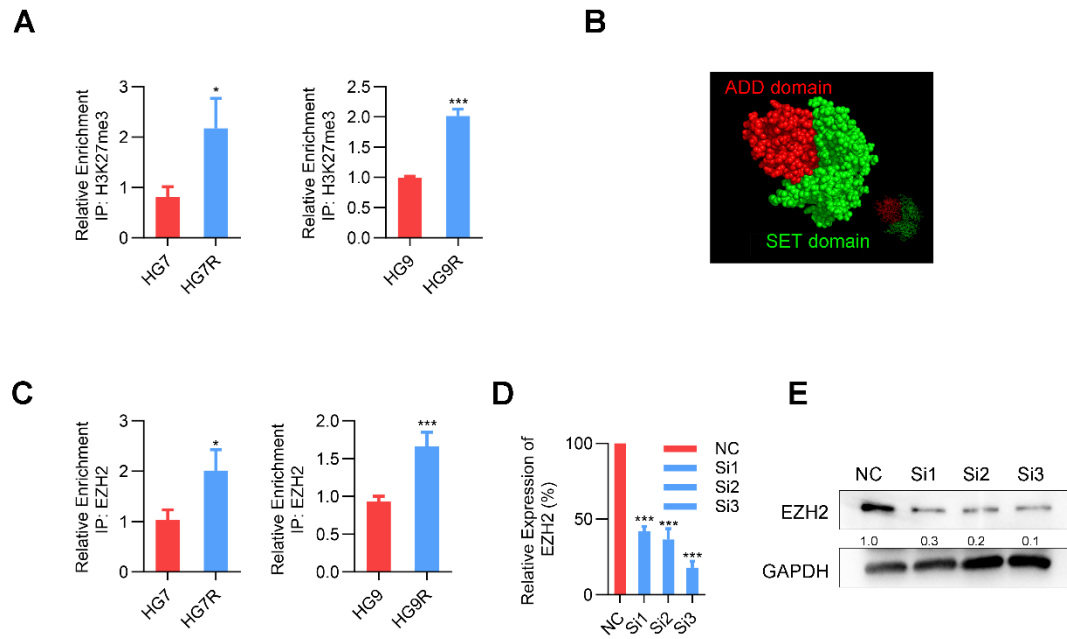

Figure S8. Enrichment of H3K27me3 and EZH2 in *FADD* promoter region, and prediction of ATRX binding to EZH2.

(A) ChIP-PCR analyses of *FADD* promoter regions with antibodies targeting H3K27me3 in HG7R and HG9R cells and their parental cells. (B) Model of the binding regions of ATRX and EZH2. Cartoon representation of the ATRX- EZH2 crystal structure. ATRX is colored red. EZH2 is colored gray. (C) ChIP-PCR analyses of *FADD* promoter regions with antibodies targeting EZH2 in HG7R and HG9R cells and their parental cells. (D-E) Validation of EZH2 knockdown in HG7R cells by qRT-PCR and western blotting.

Supplementary Table 1. The sequence of the sgRNAs and siRNAs.

**CRISPR**	**Name**	**Sequence (5'-3')**	
CRISPR	ATRX-KO-sgRNA-1	TCGTGACGATCCTGAAGACT	
CRISPR	ATRX-KO-sgRNA-2	ACTATGCAGAGCTTGCCAAA	
CRISPR	ATRX-KO-sgRNA-3	ACATACTTTGTTACAATTGA	
**Assay**	**Name**	**Sequence sense (5'-3')**	**Sequence anti-sense (5'-3')**
Gene Silencing	si-STAT5b-1/sh-STAT5b-1	GCAGAGUUACAGUCACAAAGU	UUUGUGACUGUAAACUCUGCAU
Gene Silencing	si-STAT5b-2/sh-STAT5b-2	GCGAGUCUGCUACUGCUAAAG	UUAGCAGUAGCAGACUCGCAG
Gene Silencing	si-STAT5b-3/sh-STAT5b-3	CGAGUCUGCUACUGCUAAAGC	UUUAGCAGUAGCAGACUCGCA
Gene Silencing	si-TET2-1/sh-TET2-1	CGAUUUGAGUGAUAGAAGAAG	UUUCUUAUCACUAAAUCGGA
Gene Silencing	si-TET2-2/sh-TET2-2	GGUGCUUACUUAAGCAAAGC	UUUGCUUGAAGUAAGCACCAU
Gene Silencing	si-TET2-3/sh-TET2-3	GGAGCAGAAGUCACAACAAGC	UUGUUGUGACUUCUGCUCCUG
Gene Silencing	si-FADD-1	GCGAGUCUCUUAUUCUAA	UUAGGAAUAAGAGGACUGC
Gene Silencing	si-FADD-2	GCGAGCUGACCGAGCUAAGU	UUGAGCUCGGUCAGCUCGCUG
Gene Silencing	si-FADD-3	CGAUGUCAUGGAACUCAGACG	UCUGAGUCCAUGACAUCGGG
Gene Silencing	si-EZH2-1	GGAUUGGUACUUUCAUUGAAGA	UUCAAUGAAAGUACCAUCCUG
Gene Silencing	si-EZH2-2	CCUCAAUUGUUCCAGAUAAAG	UUUUCUGGAAACAUUGAGGAA
Gene Silencing	si-EZH2-3	GCAAAGUACUGUAAGAAUAAU	UAUUCUUAACAGUACUUUGCAA

Supplementary Table 2. The details of primary antibodies used for western blot, ChIP, immunoprecipitation, immunohistochemistry and immunofluorescence.

**Gene**	**Manufactory**	**Catalog number**	**Application**
ATR	Cell Signaling Technology	#14820	Western blot/ChIP/Immunoprecipitation
ATR	Boster	A00203-1	Immunohistochemistry/Immunofluorescence
γ -H2AX	Cell Signaling Technology	#9718	Western blot/Immunohistochemistry
STAT5B	Abcam	ab178941	Western blot/Immunoprecipitation
STAT5B	Abcam	ab235934	ChIP
TET2	Abcam	ab18950	Western blot/ChIP/Immunoprecipitation
PARP1	Abcam	ab191217	Western blot
c-PARP1	Abcam	ab32064	Western blot/Immunohistochemistry
FADD	Cell Signaling Technology	#2782	Western blot
FADD	Boster	A00237	Immunohistochemistry
CASP8	Cell Signaling Technology	#4790	Western blot
c-CASP8	Cell Signaling Technology	#9496	Western blot
CASP3	Cell Signaling Technology	#9662	Western blot
c-CASP3	Cell Signaling Technology	#9664	Western blot/Immunohistochemistry
Bcl-XL	Cell Signaling Technology	#2764	Western blot
Bcl2	Cell Signaling Technology	#15071	Western blot
H3K27me3	Cell Signaling Technology	#14820	ChIP
EZH2	Cell Signaling Technology	#5246	Western blot/ChIP/Immunoprecipitation
GAPDH	Zsbio	TA309157	Western blot

Supplementary Table 3. The primers sequences used for qRT-PCR,ChIP-qPCR and pyrosequencing assays.

qRT-PCR			
ATRX<br>STAT5b<br>TET2<br>FADD<br>EZH2<br>GAPDH	Forward 5'-3'	Reverse 5'-3'	
	ACGGCGTTAGTGGTTGTCCTC	GCAGCATGTAGCTTCTCTCCTG	
	GCCACTGTTCTCTGGGACAATG	ACACGAGGTTCTCCTTGGTCAG	
	GCTTACCGAGACGCTGAGGAAA	AGAGAAGGAGGCACCACAGGT	
	CTCCTGCGCGAGCTGCTCGC	GCCTTCTCCAATCTTTCCCAC	
	GACCTCTGTCTTACTTGTGGAGC	CGTCAGATGGTGCCAGCAATAG	
ChIP-qPCR			
ATRX promoter<br>FADD promoter	Forward 5'-3'	Reverse 5'-3'	
	CACCGTCTGAGTCGGGTGTT	AGCGTCACCGTTTAGGGGAG	
	TGGAGCGGTGTCGCTTTTGT	TGCCCTCACATCTGTTGGTG	
pyrosequencing			
ATRX promoter	Forward 5'-3'	Reverse 5'-3'	Sequence to Analyze Distance To TSS
	TAGAGGATTGTTGTGATTAGTAGAG	TCAATTTAAATCTACTTCCTCTCATTACA	AAGGT ATTTATAGAT T -819

Supplementary Table 4. The differential gene expression in six gene families between LN229 and LN229R

[illegible][illegible]

LF3	1.27	0.00035	Transcription Factors	interleukin enhancer binding factor 3
KLF18	1.27	0.00031	Transcription Factors	Kruppel-like factor 18
ZNF184	1.27	0.00029	Transcription Factors	D site of albumin promoter (albumin D-box) binding protein
SMARCA1	1.26	0.00036	Transcription Factors	zinc finger protein 184
PLA2	1.26	0.00091	Transcription Factors	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a-like 1
SMAD1	1.26	0.00027	Transcription Factors	protein with element binding protein A
TRIM4	1.26	0.03102	Transcription Factors	SMAD family member
ZNF18	1.26	0.03351	Transcription Factors	transcription factor A, mitochondrial
ZNF634	1.26	0.00122	Transcription Factors	zinc finger protein 18
PEB3	1.25	0.00439	Transcription Factors	zinc finger, ANL-type domain 6
SMARCA1	1.25	0.01307	Transcription Factors	period circadian clock 3
TRAP2	1.24	0.00097	Transcription Factors	SWI/SNF-related, matrix-associated, actin-dependent regulator of chromatin, subfamily a containing DEAD/H box 1
UBR4	1.24	0.00908	Transcription Factors	transcription factor AP-2 delta (activating enhancer binding protein 2 delta)
GTF2C1	1.24	0.01133	Transcription Factors	ubiquitin protein ligase E3 component n-recognin 4
ZNF14	1.24	0.00483	Transcription Factors	general transcription factor IIC subunit 1
BAF73	1.24	0.0095	Transcription Factors	v-rel avian reticuloendotheliosis viral oncogene homolog A
PCU3P1	1.24	0.00112	Transcription Factors	zinc finger protein 18
SMARCA1	1.23	0.04682	Transcription Factors	basic leucine zipper transcription factor, ATF-like 3
EDF3	1.23	0.00948	Transcription Factors	PCU class 3 homeobox 1
CBX1	1.23	0.01435	Transcription Factors	zinc finger protein 324
ATND2	1.23	0.00089	Transcription Factors	SWI/SNF-related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2
ZBTB32	1.23	0.01136	Transcription Factors	E2F transcription factor 3
YY1	1.23	0.00723	Transcription Factors	chromobox homolog 1
GTF2F2	1.22	0.00785	Transcription Factors	zinc finger and BTF domain containing 32
CHC1	1.21	0.00428	Transcription Factors	YY1 transcription factor
PAK1	1.21	0.00442	Transcription Factors	general transcription factor IF subunit 2
CT1	1.21	0.04182	Transcription Factors	chromodomain helicase DNA binding protein 1
PHRF1	1.20	0.00088	Transcription Factors	SdC-related, C/EBP activator protein
ATNL	1.20	0.01817	Transcription Factors	paired box 1
SFI	1.20	0.0074	Transcription Factors	inhibitor of DNA binding 1, dominant negative helix-loop-helix protein
KZFS	1.20	0.01581	Transcription Factors	PHD and ring finger domains 1
NF8E	1.20	0.0034	Transcription Factors	enophin 1
SAF73	1.20	0.013	Transcription Factors	splicing factor 1
MBN2	1.20	0.01789	Transcription Factors	KARIC family zinc finger 5
ZNF400	1.20	0.00455	Transcription Factors	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon
ZNF219	1.20	0.02431	Transcription Factors	squamous cell carcinoma antigen recognized by T-cells 3
BRF1	1.20	0.00034	Transcription Factors	muscleblind-like splicing regulator 2
EDH1	1.20	0.00036	Transcription Factors	GLA binding protein p40
SALL1	1.19	0.01024	Transcription Factors	zinc finger protein 2
LMOT1	1.19	0.00311	Transcription Factors	zinc finger protein 215
ZNF460	1.19	0.00385	Transcription Factors	BRF1, RNA polymerase II transcription initiation factor 80 kDa subunit
FOXB1	1.19	0.01413	Transcription Factors	enhancer of zeste 1 polycomb repressor complex 2 subunit
GTF2H2	1.19	0.00722	Transcription Factors	split-like transcription factor 1
ZNF408	1.19	0.00186	Transcription Factors	LM domain 7
MECP2	1.19	0.01045	Transcription Factors	zinc finger protein 460
ZNF131	1.19	0.00679	Transcription Factors	foldback box 61
GTF2C1	1.19	0.00629	Transcription Factors	general transcription factor IH subunit 2 /// general transcription factor IH subunit 2B (psuedogene) /// GTF2H2 family member C /// GTF2H2 family member C, copy 2
ZNF381	1.19	0.00851	Transcription Factors	zinc finger protein 408
NORC1	1.19	0.00871	Transcription Factors	ADP-ribosylation factor GTPase activating protein 2
ZNF189	1.18	0.00445	Transcription Factors	mediator complex subunit 16
KOBB	1.18	0.0046	Transcription Factors	general transcription factor IIC subunit 4
NFE2L1	1.18	0.00143	Transcription Factors	zinc finger protein 281
SL2	1.18	0.01028	Transcription Factors	NORC1 organizes homeobox
TAI3D	1.18	0.00976	Transcription Factors	zinc finger protein 189
BTBPL1	1.17	0.00184	Transcription Factors	retinoid X receptor beta
MTA1	1.17	0.02118	Transcription Factors	nuclear factor, erythroid 2-like 1
CHB6	1.16	0.00027	Transcription Factors	GLIM homeobox 2
TP53J1	1.16	0.00161	Transcription Factors	TAI3D RNA polymerase I, TATA box binding protein (TBP)-associated factor, 30kDa
SUP3H1	1.16	0.00284	Transcription Factors	basic transcription factor 3 pseudogene 11
ZNF405	1.15	0.00208	Transcription Factors	metastasis associated 1
ZNF416	1.15	0.00514	Transcription Factors	zinc finger protein 22
ZNF482	1.15	0.00293	Transcription Factors	tumor protein p53 inducible protein 13
ZNF86	1.15	0.04154	Transcription Factors	SPB homolog, histone chaperone
ZNF81	1.15	0.00384	Transcription Factors	zinc finger protein 602
ATF1	1.15	0.00242	Oncogenes / Translocated Cancer Genes	zinc finger protein 416
PAZT	1.15	0.01112	Oncogenes / Translocated Cancer Genes / Homeodomain Proteins	zinc finger, RAN binding domain containing 2
BAZ1A	1.15	0.03951	Transcription Factors	zinc finger and BTF domain containing 6
MEIS3	1.15	0.00279	Homeodomain Proteins	zinc finger protein 61
SOX11	1.14	0.00826	Transcription Factors	AF4/NR62 family member 1
ZNF169	1.14	0.01676	Transcription Factors	paired box 1
RBPR	1.14	0.00461	Transcription Factors	homeodomain adjacent to zinc finger domain 1A
ZNF263	1.14	0.00854	Transcription Factors	Meis homeobox 2
BPV1	1.13	0.00853	Transcription Factors	zinc finger, MHM-type 5
UMAI1	1.13	0.01569	Transcription Factors	SPY box 13
ZSC4NR2	1.12	0.00147	Transcription Factors	zinc finger protein 169
TAH8	1.11	0.00089	Transcription Factors	retinoid/xenopus binding protein 9
FOXD1	1.11	0.01586	Transcription Factors	zinc finger protein 263
ZNF406	1.11	0.01032	Transcription Factors	regulatory factor X, 1 (influences HLA class II expression)
ZNF207	1.11	0.00222	Transcription Factors	LM domain and actin binding 1
SMARCA4	1.10	0.00465	Tumor Suppressors	zinc finger protein 25
TEB	1.10	0.02539	Oncogenes / Translocated Cancer Genes	zinc finger and SCAN domain containing 22
BTB3	1.10	0.04272	Transcription Factors	TAF4b, RNA polymerase II, TATA box binding protein (TBP)-associated factor, 105kDa
CAND1	1.09	0.04654	Transcription Factors	foldback box D1
ARHGAP1	1.09	0.01447	Transcription Factors	zinc finger, ANL-type domain 5
OSIS	1.09	0.04289	Transcription Factors	foldback box N2
PP1R13L	1.09	0.01265	Transcription Factors	zinc finger protein 207
FOXJ3	1.09	0.01218	Transcription Factors	SWI/SNF-related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 4
MYCP	1.09	0.01409	Transcription Factors	transcription factor EB
NCOA6	1.09	0.01528	Transcription Factors	basic transcription factor 3
ZBTB48	1.09	0.01891	Transcription Factors	coffee-associated and medXylation-disassociated 1
AT1	1.07	0.04891	Transcription Factors	Rho GTPase activating protein 35
SPS	1.05	0.02568	Homeodomain Proteins	chromobox homolog 2
				protein phosphatase 1, regulatory subunit 13 like
				foldback box 13
				---
				nuclear receptor coactivator 6
				zinc finger and BTF domain containing 48
				QA binding protein transcription factor alpha subunit
				SK homeobox 5

[illegible]

LGALS12	0.94	4.39E-01	---	lectin, galactoside-binding	chr11:63273899-63284246 (+) // 10 chr11a13	---	
STC1	0.94	6.93E-01	0.602	serpin/thrombosin kinase 1	chr19:1236314-1278931 (+) // 99.8 chr19a13.3	---	
PHLDA3	0.94	5.83E-01	---	pleckstrin homology-like 3	chr120:434822-201438233 (-) // 9 chr12a131	---	
APAF1	0.94	6.02E-01	---	apoptosis activator	chr22:9039377-90129210 (+) // 88 chr22a2.3	Apoptosis // GenMAPP /// Apoptosis GenMAPP /// GenMAPP /// Apoptosis KEGG // GenMAPP	
ZMAT4	0.94	6.94E-01	---	zinc finger, matrix-type 4	chr8:40288112-40755343 (-) // 99.8 chr8a11.21	---	
PIHT	0.93	2.23E-01	---	phage histidine triad	chr5:5973794-61237124 (-) // 88.4 chr5a2.42	---	
MCAP1	0.93	5.88E-01	---	modulator of apoptosis 1	chr14:83648546-93851241 (-) // 43 chr14a32	---	
MAEL	0.93	9.01E-01	---	myeloid leukemia oncogene	chr1:16695919-16695455 (+) // 9 chr1a1a.1	---	
CHAC1	0.93	9.51E-01	---	CHAC glutathione-specific	chr15:41245890-41248709 (+) // 95 chr15a1a.1	---	
PCX2	0.93	2.46E-01	---	cytosolic dihydropyrimidine	chr17:46117285-46189732 (+) // 98 chr17a13.33	Krebs/TCA Cycle // GenMAPP	
KRT18	0.92	4.79E-01	---	keratin 18, type I	chr12:53342910-53346694 (+) // 99 chr12a13	---	
TSCAP1	0.91	6.46E-01	---	tail-like receptor adaptor	chr9:439349-4617961 (-) // 95.2 chr9a13.3	---	
USP28	0.91	2.89E-01	---	ubiquitin specific peptidase	chr11:113669377-113746250 (-) // 1 chr11a23	---	
SNY1	0.91	5.54E-01	---	SWI domain containing 1	chr14:1818391-18221496 (-) // 98 chr14a3.3	---	
DIOC1	0.91	1.42E-01	---	death inducer-oligomer	chr20:63318965-61542416 (-) // 98 chr20a13.3	---	
APPL1	0.91	2.18E-01	---	adaptor protein, cholesteryl	chr15:7261853-73207496 (+) // 83 chr15a14.3	---	
RCOT1	0.90	3.66E-01	---	retin homologous family member	chr17:3269845-36525746 (+) // 9 chr17a11.2	---	
SET	0.90	2.75E-01	---	separin	chr3:18786689-18788032 (-) // 9 chr3a28	---	
DAP	0.90	3.34E-01	---	death-associated protein	chr5:10879425-10761339 (-) // 88.4 chr5a21.5.2	---	
PCCD10	0.89	5.34E-01	---	programmed cell death 10	chr3:107401686-107425984 (-) // 9 chr3a26.1	---	
BAG3	0.89	4.46E-01	---	BCL-2-associated transducer	chr10:121415981-121437798 (+) // chr10a5.5.2-026.2	---	
EYAZ	0.89	2.63E-01	---	EYA transcriptional coactivator	chr20:6618647-65817490 (-) // 98 chr20a13.1	---	
ZNF35C	0.89	1.64E-01	---	zinc finger protein 35C	chr17:40190249-40190702 (-) // 19 chr17a12.2	---	
COPBP2	0.89	1.66E-01	---	casein 8 associated protein	chr6:90272736-90584148 (+) // 82 chr6a15	---	
COSB	0.88	3.87E-01	---	COSB molecule	chr4:13778914-13804486 (+) // 89 chr4a2.5	PYRIDNUCSAL -PWY // HumanCyc /// PYRIDNUCSAL -PWY // MetaCyc	
MIF	0.88	1.06E-01	---	mitochondrial fusion factor	chr2:228139473-228222453 (+) // 9 chr2a26.3	---	
USEX2	0.87	1.39E-01	---	ubiquitin conjugating enzyme	chr4:33696575-36761552 (+) // 86 chr4a2.4	---	
MAPT	0.87	1.42E-01	---	microtubule associated protein	chr17:43971829-44103471 (+) // 83 chr17a2.1.1	---	
DAB2IP	0.85	4.58E-01	---	DAB2 interacting protein	chr15:124527405-124547809 (+) // 9 chr15a21.1-033.3	---	
PKCNA	0.85	3.41E-01	---	protein kinase C, alpha	chr17:54832385-54833325 (+) // 98 chr17a22-032.2	Calcium regulation in cardiac cells // GenMAPP /// G Protein Signaling // GenMAPP /// Smooth muscle contraction // GenMAPP /// Wnt signaling // GenMAPP	
IL7	0.84	4.24E-01	0.4	interleukin 7	chr4:123373234-123377462 (-) // 9 chr4a26-027	Inflammatory Response Pathway // GenMAPP	
TMEM109	0.83	1.02E-01	---	transmembrane protein 109	chr11:469681676-60690913 (+) // 98 chr11a12.2	---	
ACHV18	0.83	2.97E-01	---	acholin A receptor subunit B	chr15:52549450-52589473 (+) // 98 chr15a21.3	---	
JA2	0.83	5.14E-01	---	Janus kinase 2	chr9:5065804-5068158 (+) // 78.23 chr9a24	---	
RAPI1	0.82	1.13E-01	0.421	Raf-1 serine-threonine	chr12:2079464-22631279 (-) // 13.3 chr12a25	MAPK Cascade // GenMAPP	
TNCD1	0.79	3.55E-01	---	TMZ domain containing 1	chr1:62163025-62165517 (-) // 32.4 chr1a13.1	---	
CIL5	0.78	6.94E-02	---	cullin 5	chr11:107879549-107878739 (+) // 9 chr11a23.3	---	
TNFRSF11A	0.78	8.56E-02	---	tumor necrosis factor receptor	chr18:59982547-60053502 (+) // 88 chr18a22.1	---	
IL4	0.77	2.22E-01	---	interleukin 4	chr5:12309677-130202010 (+) // 9 chr5a21.1	Inflammatory Response Pathway // GenMAPP	
XPA	0.76	9.32E-02	---	xeroderma pigmentosum	chr9:100437181-100459600 (-) // 3 chr9a22.3	---	
TNMD3	0.76	1.79E-01	---	translocase of inner mitochondrial	chr19:5996501-59965201 (+) // 14 chr19a13.2	---	
DAPK3	0.76	1.58E-01	---	death-associated protein	chr9:90112795-90335431 (+) // 88 chr9a21.33	---	
DDIT4	0.75	1.91E-01	---	DNA damage inducible protein	chr10:1602661-16057981 (+) // 98 chr10a21.1	---	
KIAA041	0.74	9.59E-02	---	KIAA041	chr5:145303396-14133717 (+) // 7 chr5a21.3	---	
TGF	0.73	5.01E-02	---	tumor necrosis factor	chr6:2887602-2888590 (+) // 21.82 chr6a21.3	Apoptosis // GenMAPP /// Apoptosis GenMAPP /// GenMAPP /// Apoptosis KEGG // GenMAPP /// Matrix Metalloproteinases // GenMAPP /// TGF Beta Signaling Pathway // GenMAPP	
TRE	0.73	1.12E-01	---	trichostatin growth factor	chr4:1759622-1815981 (+) // 86 chr4a2.6.3	GLUCONISFER -PWY // HumanCyc	
TREB3	0.70	1.03E-01	---	troubled pseudokinase 3	chr20:261674-373719 (+) // 95.29 chr20a13-012.2	---	
RLJA1	0.69	1.10E-01	---	RLC-2-related protein A1	chr15:86252324-86262381 (-) // 89 chr15a24.3	Apoptosis KEGG // GenMAPP	
ZNF35B	0.68	7.26E-02	---	zinc finger protein 35B	chr2:180207279-18040095 (-) // 8 chr2a31.2-031.3	---	
TNFRSF25	0.68	1.51E-01	---	tumor necrosis factor receptor	chr15:821211-4526225 (-) // 87.75 chr15a2	Apoptosis // GenMAPP	
ATN	0.65	6.75E-02	---	apoptosis enhancing nucle	chr15:89169755-89175512 (+) // 91 chr15a26.1	---	

Supplementary Table 6. The Pearson correlation among ATRX and genes in apoptotic signaling pathway.

	**R**	**P value**	**P value summary**
ATRX vs. ATM	0.41	<0.0001	****
ATRX vs. BCL2L1	-0.30	<0.0001	****
ATRX vs. CASP8	-0.03	0.7512	ns
ATRX vs. CDKN1A	-0.16	0.038	*
ATRX vs. EP300	0.42	<0.0001	****
ATRX vs. FADD	-0.47	<0.0001	****
ATRX vs. FAS	-0.13	0.0961	ns
ATRX vs. FOXO3	0.44	<0.0001	****
ATRX vs. HRAS	-0.40	<0.0001	****
ATRX vs. MSH6	0.32	<0.0001	****
ATRX vs. PRKDC	0.55	<0.0001	****
ATRX vs. SMAD3	0.33	<0.0001	****
ATRX vs. TNFSF10	-0.11	0.1653	ns

How the deposited data were processed for this re-analysis (not part of the article)

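mRNA levels were measured in LN229R glioma cells with a non-targeting sgRNA (ATRX NC, 3 arrays) and with sgRNAs against ATRX (ATRX KO, 3 arrays). The authors deposited log2 intensities, which by their methods were normalized between arrays with the quantile algorithm of limma. Software versions, background correction and the summary of probes to probe sets are not given in the sources used here, and the methods name Agilent arrays where probe identifiers and labelling kit are those of an Affymetrix whole-transcript array. The deposited values kept small differences between the quantiles of the arrays, with medians from 6.03 to 6.17 over the genes tested, and a rescaling of this size moves the balance of rising and falling genes. The arrays have no read depth, and no detection call or background value accompanies them. The number of arrays thus limits the precision, and levels of dim genes may be compressed by an amount that was not measured.

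Probe sets were named from the platform annotation, and symbols were updated through Entrez numbers to the RefSeq genes of assembly GRCh38.p14, which matched 25516 of the 36176 probe sets with 1 symbol. Of several probe sets of a gene the probe set with the highest mean over all 6 arrays was used. All 33616 genes entered the test, of which 17579 were protein-coding. Genes on chromosome Y and XIST are not reported. Samples were grouped by the genotype in their labels.

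ATRX KO was compared with ATRX NC with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and adjusted p-values are from the Benjamini-Hochberg method over all genes at a threshold of 0.05. Gene lists were tested with camera at a preset correlation between genes of 0.01 and with an estimated correlation, with fry, and with a preranked GSEA on the signal-to-noise ratio by fgsea 1.28.0 with 10000 gene permutations, with adjustment over the 33 lists. In the signal-to-noise ratio the SD of a group was not taken below a set share of its mean log2 level. For the genes whose SD is printed here that share exceeded the SD, so fold change and level set their rank. Robust fits used statmod 1.5.0. The methods' t-test was run on the same values as an alternative, before and after adjustment. On data simulated with the means and spread of these arrays, limma recovered 19.4% of 67 genes with a log2 change of 1 and 91.0% of 67 with a log2 change of 2, and none of 66 with a change of 0.5, with 6 unchanged genes called among 33616. Only these few genes were changed, against 3198 called in the real data, so adjustment was stricter there. The shares are therefore not the recovery of the real comparison. With no change simulated, camera and GSEA each called 0 of the 33 lists. Genes were drawn independently of each other, so this does not show how the tests behave with correlated genes. Splits of the real arrays that mix the groups gave up to 7 lists past camera.

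The genes named were chosen by a rule written before the data were examined. It takes the genes whose expression, protein or promoter the paper reports, the 13 genes of Table S6, the 10 largest rises and the 10 largest falls among genes that passed the test, lay apart in both groups and were above the median level in the higher group, leaving out symbols of uncharacterized loci, small RNAs, antisense genes and the like, and up to 4 members of each list with the smallest p. The part of the rule on symbols that end in P and a number also left out FABP7 and IGFBP5. Genes of a list other than these were named after their values were seen. The lists, all written before the data were examined, cover PARP1 interactors, death receptor signaling, mitochondrial apoptosis, apoptosis inhibitors, apoptotic signaling, NAD ADP-ribosyltransferases, base excision repair, homologous recombination, non-homologous end joining, mismatch repair and MGMT, p53 targets, ATRX partners, Polycomb repressive complex 2, interferon-stimulated genes, HLA class I, inflammatory genes, G1/S, G2/M, histones, the ATF4 response, heat shock proteins, immediate early genes, hypoxia and glycolysis, cholesterol synthesis, the mesenchymal state, neural and glial markers, immune and endothelial markers, epithelial markers, fibroblast markers, the alpha-globin cluster, ribosomal proteins, the respiratory chain and zinc finger genes.

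Alternatives set before the data were examined were quantile normalization again, median centring, cyclic loess, both filters on dim genes, the mean over probe sets, a replicate block, a variance trend with a robust fit, the loss of each array in turn, the methods' t-test, a size threshold, all probe sets, and the other set tests. Protein-coding genes alone and the removal of a trend on gene length were added after seeing the data. The length trend was removed by lowess within each array in 2 ways. A single trend over all protein-coding genes was run before the other and left a rank correlation of the fold change with length of -0.100, and a separate trend in each of 4 groups of levels, added once that remainder was seen, left -0.0135. Results of both are reported. The gene ontology sets of Figures 2A and S4B, the other resistant lines and EP300 were not analysed here.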

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

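All tests of explanations in this part were chosen after the result was seen. Signals outside the genes the paper discusses are reported here because they passed the set test between ATRX KO and ATRX NC or, for gene length, because fold changes followed it across genes, and all come from the single contrast of 3 against 3 arrays. Inflammatory cytokines and NF-kB targets had a median log2 fold change of 0.61. Zinc finger genes had a median of -0.066, with 33 of 609 lower and 7 higher (15 and 5 when adjusted over the list alone, camera adjusted p = 0.000366, and adjusted p = 0.194 with an estimated correlation).

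Fold changes followed gene length, with a rank correlation of -0.236 across protein-coding genes above the median level. RNA quality or labelling that varies from array to array would spread the arrays within a group as much as between groups, whereas the largest range within a group was 0.208 of the gap between groups, which argues against it. A difference in RNA quality between the groups as a whole cannot be told apart from an effect of the knockout, because the gap of 0.393 in the rank correlation lies between groups that each were 1 set of arrays. Length as the whole cause was tested by removing the trend, under which the medians of interferon-stimulated genes (1.02 before) and HLA class I genes (1.48 before) stayed at 0.90 and 1.33 after removal of 1 trend and at 0.90 and 1.24 after removal of a trend within 4 groups of levels, which was added once the single trend was seen to leave part of the correlation, both past the set test. Replication-dependent histones, short genes at 0.91 before, stayed at 0.75 by the single trend and at 0.40 (bootstrap interval 0.07 to 0.75, camera adjusted p = 0.000206) by the other, so that length may account for part of their rise and how much depends on how the trend is removed.

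HLA class I genes and histones lie largely on chromosome 6, so a gain of a segment there could raise both. Bootstrap intervals of medians, here and above, resample the genes of a group, which are not independent, and hold no spread between arrays. The 59 other expressed genes between the outermost HLA members had a median of 0.33 (interval 0.24 to 0.47) against 1.64 (0.99 to 2.18) for the members there, and 0.20 against 1.49 and 0.17 against 1.42 with both corrected for length by the single trend and by level, which argues against such a gain as the whole cause of the HLA rise, as B2M, ERAP1 and ERAP2 on other chromosomes also rose. The 10 expressed genes between the histones had 0.39 (-0.03 to 0.45) against 0.94 (0.67 to 1.20), and 0.29 against 0.78 by the single trend, but by level 0.26 (-0.08 to 0.29) against 0.44 (0.07 to 0.75), where the intervals overlap, so a gain is not excluded for the histones. H2BC21, the only measured histone of the list on another chromosome, also rose, by 0.63, but 1 gene does not settle the question of a gain. Histone mRNAs carry no poly(A) tail, and 879 small nuclear and nucleolar RNAs had a median of 0.081 (quartiles -0.17 and 0.32). The upper quartile lay below the histone interval uncorrected (from 0.63) and after the single trend (from 0.49), but not after removal by level (from 0.07). These RNAs were not corrected for length, and quartiles of single RNAs were set against an interval of a median. The comparison therefore does not decide, and more non-polyadenylated RNA in the labelled material stays open too. Near-identical histone copies on the array and an effect of the knockout were not tested.

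Genes of the mesenchymal state and matrix had a median of 0.66 and fibroblast markers of 1.84. Fibroblasts mixed into the ATRX KO cells would bring their abundant transcripts COL1A1 and COL1A2, of which COL1A1 was at -0.31 (95% interval -0.85 to 0.23) and COL1A2 at 0.68 (0.04 to 1.32), with the markers ACTA2 at -0.09 (-0.48 to 0.29) and THY1 at 0.48 (-0.22 to 1.18). COL1A1 and ACTA2 did not rise with FAP. What ATRX NC cells express of them (9.74 and 8.56) does not by itself explain this. LUM, COL6A1 and COL6A2 rose by 3.52, 3.89 and 4.18 from higher levels (11.65, 12.82 and 10.27), though levels of different probe sets compare only roughly. COL1A2 and THY1 started lower, at 7.35 and 5.73. The markers that did not pass go against fibroblasts, but the rises of FAP, LUM, TAGLN, DCN and PDGFRB go with them, so a small share of fibroblasts stays open. A change of state in the cells, a clone that grew out during selection and a difference in culture between the groups were not tested and stay open too.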

How the results depend on the processing

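The test of protein-coding genes alone and both removals of the length trend, the one by level after the single trend was seen to leave a remainder, were chosen after the data were seen, and all other alternatives before. The count of 3198 changed genes became 4960 above the median level and 5141 with a variance trend and robust fit, 1995 by the methods' t-test (7425 without adjustment) and 1776 to 2190 without single arrays, of which only leaving out NC replicate 1 stayed within 1.5 times. Fewer genes tested or fewer arrays are part of the first and last of these by construction, and for the others the cause was not tested. With the replicate block the count was 2059, but same-numbered arrays did not deviate together (correlations of -0.0229, -0.0389 and -0.00425), so the numbers mark no pairing. FADD kept its direction throughout, at 0.80 to 1.06 without single arrays, and lost its call without NC replicate 2 or KO replicate 3 and by the methods' t-test (0.92, adjusted p = 0.0604). Its rise was smaller under each other scaling (0.83 to 0.84). After removal of the length trend it was 0.77 by the single trend and 0.67 by level, still past the test in all of these. The 14 lists past camera became 3 with an estimated correlation and 24 by fry, which asks another question. Fry does not compare a list with other genes and was run on the deposited scaling alone, where the median log2 fold change of all genes tested was 0.074. The NAD ADP-ribosyltransferases call ended above the median level (adjusted p = 0.152), above the lower 25% of levels (0.0677), with an estimated correlation (0.214), over protein-coding genes (0.0766) and after removal of 1 length trend (0.0517), but held after removal by level (0.0346), and ranged from 0.00853 to 0.0891 without single arrays. The apoptotic signaling list passed by fry (0.0108) and GSEA (0.00389) only. Polycomb repressive complex 2 went from lower by camera to higher by fry (0.0321), with its median at -0.11 and its mean at 0.09. ATRX kept its call in all 18 alternatives. Of 120 named genes called, 97 to 105 kept their call without single arrays, 96 by the methods' t-test, 112 under each other scaling and 115 after removal of the length trend by level, none reversed, and 3 uncalled genes changed sign somewhere, EZH2 among them. Of 37 named genes not called, 15 passed above the median level, 13 with the variance trend, 11 over protein-coding genes, 10 above the lower 25% of levels, and 6 and 8 after removal of the length trend by the single trend and by level, among them CFLAR, PARP11, BCL2A1 and STAT5B. GSEA was not run with the block, the variance trend or the t-test. No signal over background was available.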

Differences from the paper's values

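All alternatives named in this part were set before the data were examined unless said otherwise, and no further test was chosen. The ATRX transcript was at 31.8% of its level in ATRX NC cells on the arrays, where the paper's qRT-PCR shows about 1% in Fig. S4A, read by eye, which is another assay. No alternative set before the data were examined brought the array value within the paper's, with a range from 29.8% after median centring to 34.2% without NC replicate 1, and neither did removal of the length trend, added after seeing the data, at 35.5% or less.

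The paper takes its PARP1 interactors as differentially expressed at its unadjusted threshold. By limma MSH6, at a log2 fold change of -0.30, did not pass it, while the other 11 measured did. Under the methods' t-test all 12 measured passed, MSH6 included, and 12 also passed after quantile normalization again, after median centring, after cyclic loess, with a variance trend and robust fit, and after removal of the length trend, the last added after seeing the data. The count was 10 with the replicate block and without ATRX NC replicate 1, ATRX NC replicate 3 or ATRX KO replicate 1, 9 without ATRX KO replicate 2, and 11 under the remaining alternatives. The gene ontology set of apoptotic signaling in which the paper reports enrichment was not analysed here, and the hand-written list used in its place passed GSEA and fry but not camera. Genes of that list taken from the legible lines of the supplement were lower in ATRX KO by the paper's ratios, which weighs against a pass. The PARP1 interactors, chosen by the study on these same samples, are also in that list, and 6 of the 12 measured rose and 1 fell. Their inclusion weighs for a pass, and the balance of the 2 was not measured.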

Other observations

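All tests of explanations in this part were chosen after the result was seen, and the lists before. Of 17 measured replication-dependent histones, 13 rose and none fell (16 and 0 when adjusted over the list alone), among them the linker histone genes H1-3 at a log2 fold change of 1.79 (standard error 0.16) and H1-2 at 1.24 (standard error 0.15) and the core histone gene H3C10 at 1.43. The list had a camera adjusted p of 1.89e-11, and adjusted p = 0.0457 with an estimated correlation. Of 30 G1/S genes, 7 rose and none fell (8 and 0 when adjusted over the list alone), including the cyclin genes CCNE1 at 1.01 and CCNE2 at 0.87, E2F8 at 1.06 and the ribonucleotide reductase gene RRM2 at 0.98 (camera adjusted p = 0.00255, and adjusted p = 0.544 with an estimated correlation). Of 32 G2/M genes, CENPE, CENPF and KIF20B fell, at -1.67, -1.19 and -0.99, and UBE2C rose, at 0.74 (camera adjusted p = 0.640, with the median at 0.08 and the mean at -0.04). Of 13 heat shock genes, 5 rose and none fell (7 and 0 when adjusted over the list alone), with HSPB1 at 1.39 and DNAJA1 at 1.02 (camera adjusted p = 0.00161, and adjusted p = 0.214 with an estimated correlation). Of 19 genes of cholesterol synthesis, 5 rose, led by HMGCS1 at 1.63, and SREBF2 fell, at -0.72 (9 and 1 when adjusted over the list alone, camera adjusted p = 0.00242, and adjusted p = 0.224 with an estimated correlation). Of 29 genes of the ATF4 and unfolded protein response, 5 fell and 1 rose (7 and 3 when adjusted over the list alone), and those that fell were the cystine transporter gene SLC7A11 at -1.82, the serine synthesis genes PHGDH at -1.36 and PSAT1 at -0.81, ASNS at -1.14 and MTHFD2 at -0.65 (camera adjusted p = 0.0415, and adjusted p = 0.227 with an estimated correlation). This last call was also lost without ATRX NC replicate 3 (0.0891) or ATRX KO replicate 2 (0.0971), above the median level (0.0758) or the lower 25% of levels (0.0531), with the mean over probe sets (0.0573), over protein-coding genes (0.0766) and by GSEA (0.164), and GSEA did not call G1/S (0.340), heat shock (0.168) or cholesterol synthesis (0.258) either.

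The lists that follow did not pass camera in the deposited values. Immediate early genes passed it without ATRX KO replicate 3 (0.0249) and after removal of the length trend by level (0.0185), hypoxia and glycolysis genes (0.0238) and p53 targets (0.0418) with a variance trend and robust fit, ribosomal proteins after removal by level (0.00364), and the PARP1 interactors after median centring (0.0391) and removal by level (0.0424). By fry, p53 targets (8.5e-05), the PARP1 interactors (0.000904), mismatch repair and MGMT (0.0104), hypoxia and glycolysis (0.0184) and the respiratory chain (0.0340) passed. Among hypoxia and glycolysis genes 5 rose and 3 fell, with VEGFA at 3.17 and NDRG1 at -1.95 (adjusted p = 0.114), and among immediate early genes 1 rose and 3 fell, with the ERK pathway feedback genes SPRY4 at -3.11, SPRY2 at -1.69 and DUSP6 at -0.90 (adjusted p = 0.0919). Of DNA repair lists, homologous recombination had RAD50 at -0.75 and ATM lower (adjusted p = 0.363, with the median of the list at 0.019 and its mean at -0.04), non-homologous end joining had H2AX at 0.81 and TP53BP1 at 0.75 higher and RIF1 at -0.75 and RNF8 at -0.74 lower (0.835), base excision repair had FEN1 at 0.73 and LIG3 at -0.70 (0.916), and mismatch repair and MGMT had ALKBH2 at -0.76 and PMS1 at -0.74 (0.114). CDKN1A, FAS and EDA2R rose among 23 p53 targets (0.0589), and of 16 ATRX partners, ATRX included, TRIM28 at 0.92, SP100 at 0.87 and PML at 0.86 rose and ATRX fell (4 and 3 when adjusted over the list alone, 0.990), with EZH2 at 0.23 not passing. Polycomb repressive complex 2 had PHF1 at 1.27 and PHF19 at 0.74 (0.832), and camera took the list as lower. Epithelial markers had ESRP1 at -1.73 and KRT19 at 0.74 (0.604), and the respiratory chain UQCRC1 at 1.02 and CYC1 at 0.63 (0.328). No member passed of the alpha-globin cluster (0.835, lower by camera with its median at 0.058 and its mean at 0.029) or of 17 ribosomal proteins (0.445), where limma gave 0 genes at an unadjusted p under 0.05 in either. The PARP1 interactors as a list had an adjusted p of 0.0780. STAT5B at -0.45 (adjusted p = 0.114), TET2 at 0.36 (0.186) and GAPDH at -0.03 (0.920) did not pass. Leaving out any 1 of the 6 arrays ended the calls of LIG3 and CYC1 (highest adjusted p = 0.122 and 0.143), any but ATRX NC replicate 2 those of TP53BP1 (0.0685) and RNF8 (0.142), any but ATRX NC replicate 3 that of PHF19 (0.125), and any but ATRX KO replicate 1 that of KRT19 (0.0961). Any but ATRX KO replicate 2 ended that of PML (0.125). CYC1, PHF19, KRT19 and PML also lost their calls under each other scaling. With the mean over probe sets the calls of PHGDH (-0.68, adjusted p = 0.0501), PHF19 (0.22) and RIF1 ended, and after removal of the length trend by level those of FEN1 (0.45) and CYC1 (0.30), while H1-2, UBE2C and H2AX stayed past the test at 0.72, 0.46 and 0.41. The calls of FEN1 (0.0965), UBE2C (0.0660) and PMS1 (0.0671) ended without ATRX NC replicate 1 or 2 or ATRX KO replicate 1 or 3, those of RAD50 (0.0683) and SREBF2 (0.0804) without ATRX NC replicate 2 or 3 or ATRX KO replicate 1 or 3, that of RIF1 (0.0856) without ATRX NC replicate 2 or 3 or ATRX KO replicate 2 or 3, and that of DUSP6 (0.0686) without ATRX NC replicate 3 or ATRX KO replicate 1 or 2. Those of PSAT1 (0.0599) without ATRX NC replicate 2 or ATRX KO replicate 3, ALKBH2 (0.0505) without ATRX NC replicate 2 or ATRX KO replicate 2, KIF20B (0.0516) without ATRX NC replicate 1 and SP100 (0.0512) without ATRX KO replicate 3 ended as well.

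The 6 arrays can be divided in 10 ways into 3 and 3, so no share of splits can fall under 0.05. The real split gave 3198 changed genes and the highest other 0, 8165 genes at an unadjusted p under 0.05 and the highest other 1311, 11 of the 12 measured PARP1 interactors and the highest other 0, and 14 lists past camera and the highest other 7. It was the only 1 of the 10 splits with a result as large in each of these. Its unadjusted camera p for apoptotic signaling, 0.117, was the lowest of the 10, the lowest other being 0.129. The study chose the PARP1 interactors because they differed in the real split, so that choice favoured their count there. Every other split mixes ATRX NC and ATRX KO arrays on each side. The difference between the groups then adds to the spread within a side, which can lower the counts of genes. The other splits therefore do not show what arrays without a group difference would give, and no conclusion is drawn from them. For NAD ADP-ribosyltransferases 2 of the 10 splits, the real one included, gave a p of 0.0139 or less, the other at 0.00133.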
